# Identification of Novel Androgen-Regulated Pathways and mRNA Isoforms through Genome-Wide Exon-Specific Profiling of the LNCaP Transcriptome

**DOI:** 10.1371/journal.pone.0029088

**Published:** 2011-12-14

**Authors:** Prabhakar Rajan, Caroline Dalgliesh, Phillippa J. Carling, Thomas Buist, Chaolin Zhang, Sushma N. Grellscheid, Kelly Armstrong, Jacqueline Stockley, Cedric Simillion, Luke Gaughan, Gabriela Kalna, Michael Q. Zhang, Craig N. Robson, Hing Y. Leung, David J. Elliott

## Abstract

Androgens drive the onset and progression of prostate cancer (PCa) by modulating androgen receptor (AR) transcriptional activity. Although several microarray-based studies have identified androgen-regulated genes, here we identify in-parallel global androgen-dependent changes in both gene and alternative mRNA isoform expression by exon-level analyses of the LNCaP transcriptome. While genome-wide gene expression changes correlated well with previously-published studies, we additionally uncovered a subset of 226 novel androgen-regulated genes. Gene expression pathway analysis of this subset revealed gene clusters associated with, and including the tyrosine kinase *LYN*, as well as components of the mTOR (mammalian target of rapamycin) pathway, which is commonly dysregulated in cancer. We also identified 1279 putative androgen-regulated alternative events, of which 325 (∼25%) mapped to known alternative splicing events or alternative first/last exons. We selected 30 androgen-dependent alternative events for RT-PCR validation, including mRNAs derived from genes encoding tumour suppressors and cell cycle regulators. Of seven positively-validating events (∼23%), five events involved transcripts derived from alternative promoters of known AR gene targets. In particular, we found a novel androgen-dependent mRNA isoform derived from an alternative internal promoter within the *TSC2* tumour suppressor gene, which is predicted to encode a protein lacking an interaction domain required for mTOR inhibition. We confirmed that expression of this alternative TSC2 mRNA isoform was directly regulated by androgens, and chromatin immunoprecipitation indicated recruitment of AR to the alternative promoter region at early timepoints following androgen stimulation, which correlated with expression of alternative transcripts. Together, our data suggest that alternative mRNA isoform expression might mediate the cellular response to androgens, and may have roles in clinical PCa.

## Introduction

The growth, development and function of the prostate gland are dependent on androgens, which affect gene expression via the androgen receptor (AR), a steroid hormone receptor transcription factor. AR transcriptional activity also drives the onset and progression of prostate cancer (PCa) [1], the second leading cause of male cancer-related deaths with ∼899,000 men diagnosed worldwide each year [2]. Cognate ligand-activated AR is thought to exert its transcriptional effects via direct or indirect binding to DNA sequences termed androgen response elements (AREs) [3], [4]. Effective first and second line therapies for advanced PCa inhibit endogenous androgen production and AR function [5], highlighting the critical importance of AR signalling and downstream gene targets in PCa biology.

Alternative mRNA isoforms with different exon contents can be generated through variable alternative splicing patterns, and selection of alternative transcriptional initiation and termination sites. Using these mechanisms, mRNAs with different exon combinations are transcribed from most (∼70 to 90%) human genes [6], [7], [8], and can encode proteins with different sub-cellular localisations and functions. In addition to transcriptional effects, androgens and other steroid hormones are implicated in the post-transcriptional regulation of gene expression [9], [10], [11], [12], [13]. AR has also been shown to modulate expression of mRNA isoforms regulated by alternative pre-mRNA splicing and promoter selection [14], [15]. In PCa, there is emerging evidence to suggest that expression of specific splice isoforms derived from cancer-relevant genes may underlie tumour biology and contribute to clinical disease progression [15].

Several genome-wide studies have successfully identified androgen-regulated transcriptional events using PCa models [16], [17], [18], [19], [20], [21], [22], but have been unable to discern between alternative mRNA species due microarray design or platform-specific analysis issues. Newer splicing-specific microarrays and high throughput sequencing (mRNA-Seq) approaches theoretically allow identification of all mRNA isoforms as well as determination of gene expression in PCa [15]. An mRNA-Seq-based analysis of the androgen-responsive LNCaP cell transcriptome [22] was able to detect important differences in gene expression, but did not achieve the required tag density to identify quantitative changes in mRNA isoform abundance.

In this study, our objective was to identify androgen-regulated alternative mRNA isoforms generated by alternative splicing and from alternative transcriptional initiation sites due to promoter selection. Screening for gene expression changes at exon-level resolution also enabled us to identify novel AR-regulated genes and associated pathways. In particular, we identified clusters of novel androgen-regulated genes associated with, and including the tyrosine kinase LYN, and a novel mRNA isoform derived from the Tuberous Sclerosis Complex *TSC2* tumour suppressor gene under the control of an AR-dependent alternative internal promoter. This novel *TSC2* mRNA contains the reading frame for only the carboxy (C)-terminal region of the tuberin protein, and was predicted to lack an interaction domain required for heterodimerisation with hamartin to enable inhibition of the mammalian target of rapamycin (mTOR) pathway, which is commonly dysregulated in cancer.

## Results

### Exon-specific analyses of the androgen-responsive LNCaP transcriptome identifies novel androgen-regulated genes and mRNA isoforms

To monitor the global response of the LNCaP transcriptome to androgen stimulation at single exon-level resolution, total RNA was extracted from LNCaP cells grown in steroid-deplete medium (n = 4) and following 24 hours of treatment (n = 4) with 10 nM synthetic androgen analogue R1881. 

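RNA from LNCaP cells, an androgen-responsive human prostate cancer line, was hybridised to 8 exon arrays, 4 for steroid-deplete medium and 4 for R1881. The gene-level values deposited by the authors are log2 values made by RMA, which corrects for background with antigenomic probes, normalises the arrays by quantiles and summarises the core probes of each transcript cluster. They cover 16309 transcript clusters, of which 13482 carry 1 gene symbol, 1967 carry several and 860 carry none. After 20 older symbols had been updated, the single symbols named 13345 genes. The median log2 value per array lay between 6.33 and 6.40 in steroid-deplete medium and between 6.22 and 6.31 after R1881. Arrays give no count of molecules, and it is the number of arrays that limits the precision. The first principal component held 73.3% of the variance and separated the treatments. On the second component, with 8.27% of the variance, steroid-deplete replicate 1 (13.5) and R1881 replicate 4 (17.6) lay apart from the other arrays, which had coordinates from -12.5 to 0.01. Each cluster was compared between the treatments with limma, without a filter on detection, and was called at a Benjamini-Hochberg adjusted p under 0.005 and a change of at least 2-fold. Where a symbol had several clusters, the cluster with the highest mean over the arrays stood for the gene.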

The 24 hour time point is consistent with a recently published kinetic analysis of androgen-regulated gene expression, which reported a robust genome-wide transcriptional response to androgen stimulation after 24 hours [17]. 

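*KLK3*, which encodes prostate-specific antigen, rose in gene-level expression after R1881. Its log2 RMA value was 10.41 ± 0.09 (SD, n = 4) in steroid-deplete medium and 12.24 ± 0.07 (SD, n = 4) after R1881. The log2 fold change was 1.82 (standard error 0.08, adjusted p = 1.3e-09 from limma). Each of the 4 R1881 arrays had a higher *KLK3* value than each of the 4 steroid-deplete arrays (exact two-sided permutation test, p = 0.0286, the smallest p that 4 arrays against 4 allow).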

To confirm an AR-dependent transcriptional response, we used qPCR to demonstrate up-regulation of *KLK3* gene expression in each of the treatment samples as compared with controls (Figure S1). Using the Human Exon 1.0 ST Array, we profiled expression of more than one million exons in a full genome-wide screen to identify changes in the specific exon content of mRNA transcripts as well as overall gene expression. We identified a total of 287 genes that were up-regulated by at least 2-fold in response to androgen treatment and 263 genes that were down-regulated by at least 2-fold (Figure S1 and Table S1). 

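Among the genes that rose, the largest change was that of *STEAP4*, which encodes a metalloreductase, from 3.31 ± 0.33 to 10.14 ± 0.24 on the log2 scale (SD, n = 4 each). *NCAPD3*, a subunit of condensin, had a log2 fold change of 4.43 (standard error 0.08) and the transcription factor gene *SNAI2* one of 4.41 (standard error 0.10). They were followed by *ERRFI1*, an inhibitor of epidermal growth factor receptor signalling (3.79), the amino acid transporter gene *SLC38A4* (3.65) and *CSGALNACT1*, an enzyme of chondroitin sulphate synthesis (3.63). The prostaglandin-degrading enzyme gene *HPGD* (3.46), *NDRG1* (3.46), the cytokine receptor gene *LIFR* (3.31) and the kinase gene *SGK1* (3.26) complete the 10 highest. The largest fall was that of *LRRN1*, from 8.75 ± 0.10 to 4.45 ± 0.26 (SD, n = 4 each). *GASK1B* had a log2 fold change of -3.90, the membrane metalloproteinase gene *MMP16* one of -3.80, *CAMK2N1*, an inhibitor of calmodulin-dependent kinase II, one of -3.59, and *CBLN2* and *TMEM140* followed. *MANEA*, a mannosidase (-3.10), *AHNAK2* (-2.88), *SYTL2*, a factor of vesicle traffic (-2.86), and *SEMA6D*, a semaphorin (-2.81), complete the 10 lowest. The adjusted p from limma for these genes ranged from 8.1e-13 to 1.8e-08. In all, 317 transcript clusters were called higher and 333 lower. In each of these the 4 R1881 arrays all lay on one side of the 4 steroid-deplete arrays. For a cluster not selected by its change, 2.86% of assignments give this by chance. The limits on p and fold already favour such clusters, so the separation adds no support. Without steroid-deplete replicate 1 and R1881 replicate 4, an alternative chosen after seeing the data, 321 clusters were called higher and 340 lower. With gene-level Iter-PLIER values in place of RMA, 444 were called higher and 924 lower, and with each array centred on its median 372 higher and 259 lower. The *NCAPD3* values of steroid-deplete replicate 1 (7.82) and R1881 replicate 4 (12.15) and the *CBLN2* value of steroid-deplete replicate 2 (10.35) lay apart from those of the other arrays of their group.

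**Figure D1:**
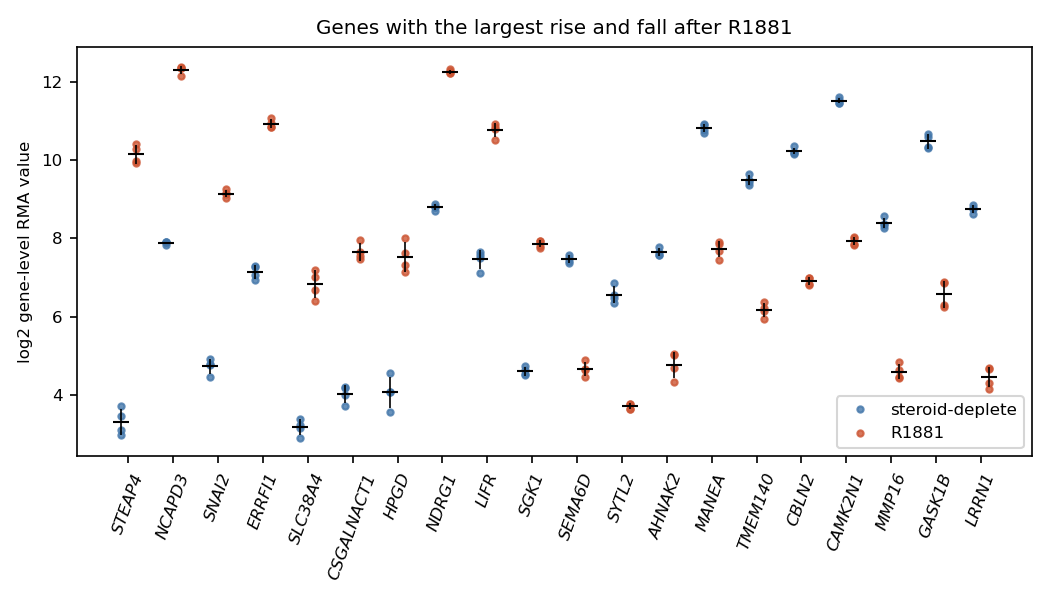
Log2 gene-level RMA values of the 10 called genes with the highest and the 10 with the lowest log2 fold change, one point per array (4 steroid-deplete in blue, 4 R1881 in orange), with a black line for the mean and its SD. The R1881 points of *STEAP4* have a mean of 10.14 against 3.31 in steroid-deplete medium, and those of *LRRN1* a mean of 4.45 against 8.75.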

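Genes of sterol biosynthesis rose together after R1881. Of 17 measured genes of a list, 7 were called higher and none lower over all genes, and 7 and none when adjusted over the list alone. This list and that of lipid synthesis were written when the paper's result and Table S1, from these arrays, had been seen, and all their called genes are in that table, so the counts and tests are not independent evidence. They include *INSIG1*, a regulator of cholesterol synthesis (log2 fold change 2.39, standard error 0.10), the mevalonate pathway genes *HMGCS1* (1.81, standard error 0.13) and *IDI1* (1.72, standard error 0.09), and *SCAP*, the escort protein of the sterol-responsive transcription factors (1.63, standard error 0.08). At an adjusted p under 0.05 without a limit on the fold, 15 of the 17 were higher and 1, *TM7SF2* (-0.67), was lower. The list shifted up against all other genes (camera with a preset correlation of 0.01, adjusted p = 7.9e-13, and adjusted p = 0.0371 with an estimated correlation). Among 19 genes of fatty acid and lipid synthesis, 4 were called higher and 2 lower, with the same counts when adjusted over the list alone. The higher genes were *DBI*, which encodes the acyl-CoA-binding protein (2.73), the fatty acid synthase gene *FASN* (1.59), the desaturase gene *FADS1* (1.51) and *LPIN1*, a phosphatidate phosphatase (1.10). The lower genes were *DGAT2* (-1.50) and *GPAM* (-1.14), which encode acyltransferases of triglyceride synthesis. This list also shifted up by camera (adjusted p = 2.5e-05), a call that is lost with adjusted p = 0.155 with an estimated correlation. Among the genes called higher, Fisher's exact test gave an odds ratio of 35.7 for the sterol list (adjusted p = 1.5e-07) and of 13.4 for the lipid list (adjusted p = 0.0019), against all 13345 named genes and adjusted over 21 lists in both directions.

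**Figure D2:**
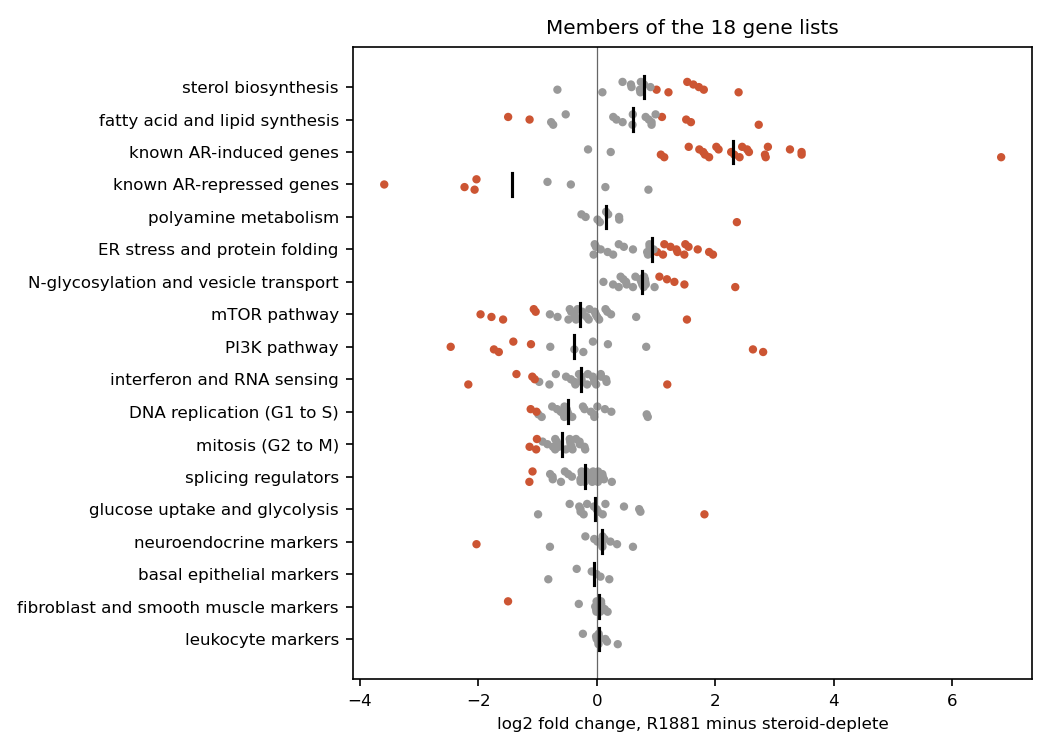
Log2 fold change (R1881 minus steroid-deplete) of each measured member of the 18 gene lists that the study did not choose, one point per gene, with called genes in orange and a black line at the median of the list. The median is 0.80 for sterol biosynthesis, 0.61 for fatty acid and lipid synthesis and 2.29 for the known androgen receptor-induced genes.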

GO analyses for the up-regulated genes identified GO terms relating to sterol and lipid metabolism, which were significantly enriched in the up-regulated dataset (Figure S1). We were unable to identify any significantly enriched terms in the down-regulated dataset. 

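Several groups of signalling and cell cycle genes held members that fell after R1881. Of 13 genes of the phosphoinositide 3-kinase pathway, 5 were called lower, among them *GRB10*, an adaptor of insulin receptor signalling (log2 fold change -2.47), *PIK3IP1*, an inhibitor of the kinase (-1.74), and its regulatory subunit gene *PIK3R3* (-1.66). In the same list 2 genes were called higher, the growth factor receptor gene *IGF1R* (2.81) and the phosphatase gene *INPP4B* (2.64). Of 26 genes of interferon response and RNA sensing, 4 were called lower, among them *IFIT2* (-1.36) and the ubiquitin ligase gene *TRIM25* (-1.09), and 1 was called higher, *B2M* (1.19). Of 22 genes of mitosis, 3 were called lower, *TPX2*, a spindle factor (-1.14), the cyclin gene *CCNB2* (-1.03) and the topoisomerase gene *TOP2A* (-1.01), and 20 were lower at an adjusted p under 0.05 without a limit on the fold. Of 24 genes of DNA replication, 2 were called lower, the replication factor gene *GINS1* (-1.12) and the cyclin gene *CCNE2* (-1.02), and 14 were lower and 2 higher without a limit on the fold. Adjusted over the list alone, the counts past both limits were the same in these 4 lists, and 21 genes of mitosis and 16 of DNA replication were lower without a limit on the fold. The lists were written when Table S1, made from these arrays, had been seen, and it holds all called genes of the first list and most of the second, so that these are not independent evidence, while the called genes of mitosis are not among those found in it. Camera with the preset correlation gave a shift down for mitosis (adjusted p = 2.0e-08, adjusted p = 0.155 with an estimated correlation), DNA replication (adjusted p = 4.2e-04, adjusted p = 0.223 with an estimated correlation) and interferon response (adjusted p = 0.0018, adjusted p = 0.267 with an estimated correlation). The interferon call was also lost by camera with a filter on dim clusters at the median (adjusted p = 0.227). For the phosphoinositide 3-kinase pathway camera gave no such shift (adjusted p = 0.0730, and adjusted p = 0.577 with an estimated correlation), but did with arrays centred on their median (adjusted p = 0.0184) or quantile-normalised (adjusted p = 0.0447). Among the genes called lower, Fisher's exact test gave odds ratios of 28.8 for the phosphoinositide 3-kinase pathway (adjusted p = 3.5e-05), 8.34 for interferon response (adjusted p = 0.0083), 7.22 for mitosis (adjusted p = 0.0365) and 4.14 for DNA replication (adjusted p = 0.232). *CCNB2* lost the 2-fold limit without steroid-deplete replicate 3 (-0.95) or 4 (-0.97) or R1881 replicate 1 (-0.92) or 4 (-0.95), *TOP2A* without steroid-deplete replicate 2 (-0.97) or 4 (-0.99) or R1881 replicate 1 (-0.97), 2 (-0.98) or 4 (-0.96), and *CCNE2* without steroid-deplete replicate 2 (-0.99) or R1881 replicate 1 (-0.97) or 4 (-0.93). With arrays centred on their median these genes and *TRIM25* (-0.99) were under the limit too, *IFIT2*, *CCNB2* and *TOP2A* were lost with the methods' t-test (adjusted p = 0.0105, 0.0162 and 0.0058), and the *TOP2A* value of R1881 replicate 3 (5.94) lay apart from those of the other R1881 arrays.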

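Genes long described as induced by androgen rose after R1881 nearly throughout. Of 24 measured genes of a list, 22 were called higher and none lower, and 22 and none when adjusted over the list alone. They include *PMEPA1*, an androgen-induced inhibitor of growth factor signalling (log2 fold change 2.89, standard error 0.08), *TPD52* (2.85, standard error 0.10), the serine protease gene *TMPRSS2* (2.57, standard error 0.08) and the kallikrein gene *KLK2* (2.54, standard error 0.08). The remaining members were *KLK15*, with a value of 0.23 (adjusted p = 0.137 from limma), and *STEAP2*, with -0.15 (adjusted p = 0.250). Of 8 measured genes described as repressed by androgen, 4 were called lower and none higher, with the same counts when adjusted over the list alone. Besides *CAMK2N1* these were *OPRK1*, an opioid receptor gene (-2.24), *BCHE*, which encodes butyrylcholinesterase (-2.07), and the decarboxylase gene *DDC* (-2.03). Both lists were written when Table S1, made from these arrays, had been seen, and most of their called genes are in it, so the counts and tests are not independent evidence. Camera placed the induced list above all other genes (adjusted p = 1.8e-32, and adjusted p = 0.0371 with an estimated correlation) and the repressed list below them (adjusted p = 2.3e-04, and adjusted p = 0.0445 with an estimated correlation).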

Compared with previous analyses (for example, see reference [22]), the response to androgens in this current study is thus typical of AR-regulated gene expression (Figure S1).

Approximately half of the androgen–responsive genes identified in our analysis have been previously found to be androgen-regulated (Table S1) in at least one of seven previously published datasets [16], [17], [18], [19], [20], [21], [22]. 

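Of the genes in Table S1, 456 could be found by a single symbol among the gene-level values. Of these, 455 were called in the direction of the table, and for 453 the log2 fold change lay within 0.01 of the value in the table. The exception was *FZD5*, which is represented here by its cluster with the higher mean. Its other cluster had a log2 fold change of 2.53 and was called. The table's column of fold changes runs from 1.00 to 6.83 in size and is thus on the log2 scale (Pearson's r = 0.999 and slope 1.00 across genes, which are not independent replicates). Among genes marked there as androgen-regulated in earlier studies, 164 were called higher and 104 lower, with a median absolute log2 fold change of 1.54. The marked genes include *ABCC4*, which encodes a multidrug resistance transporter (2.45). The table was made from the same arrays, so its counts are not independent evidence. From the comparison with earlier data sets, the paper concludes that the response of these cells was typical of androgen receptor-regulated gene expression.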

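*LYN*, which encodes a tyrosine kinase of the Src family, fell after R1881. Its log2 RMA value was 7.91 ± 0.18 (SD, n = 4) in steroid-deplete medium and 6.41 ± 0.07 (SD, n = 4) after treatment. The log2 fold change was -1.50 (standard error 0.10, adjusted p = 4.7e-08 from limma). Among the Table S1 genes without a mark for an earlier study, 188 were found by a single symbol and 187 of them were called in the direction of the table. Of the 188, 68 are higher and 120 lower, and their median absolute log2 fold change was 1.32. Both sets were chosen by the study from these arrays and are not independent evidence.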

We did, however, additionally identify a subset of 226 novel genes transcriptionally regulated in response to androgens (Table S1) including *LYN*, which encodes a tyrosine kinase implicated in PCa cell biology [23]. Western analysis of lysates made from LNCaP cells grown in steroid-deplete medium and following 24 hours androgen treatment confirmed that the fall in *LYN* mRNA expression equated to a fall in LYN protein expression (Figure 1A). We next used the IPA “Core Analysis” function to identify clusters of novel androgen-regulated genes associated with, and including the tyrosine kinase LYN (Figure 1B). 

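Most of the *LYN*-associated genes fell after R1881. Of 22 measured genes coloured in Figure 1B, 18 were called lower and 3 higher, with the same counts when adjusted over the list alone. The 1 not called was *FZD5*, taken by its cluster with the higher mean, while its other cluster was called higher. The study chose these genes from the same arrays, so the counts are not independent evidence of their direction. The largest fall was that of *NCOA7*, a nuclear receptor coactivator (log2 fold change -2.52, standard error 0.14), and *F2R*, the thrombin receptor gene, fell too (-1.79, standard error 0.09). The kinase genes *PLK2* (-1.36) and *NUAK2* (-1.08), the complement gene *C1R* (-1.27) and *IL1RAP*, a subunit of the interleukin 1 receptor (-1.13), also fell. *ST3GAL4*, which encodes a sialyltransferase, rose (1.26, standard error 0.08). The list shifted down by camera (adjusted p = 2.0e-09, and adjusted p = 0.155 with an estimated correlation). This test is not independent evidence either, as the study chose the genes for changes in these arrays.

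**Figure D3:**
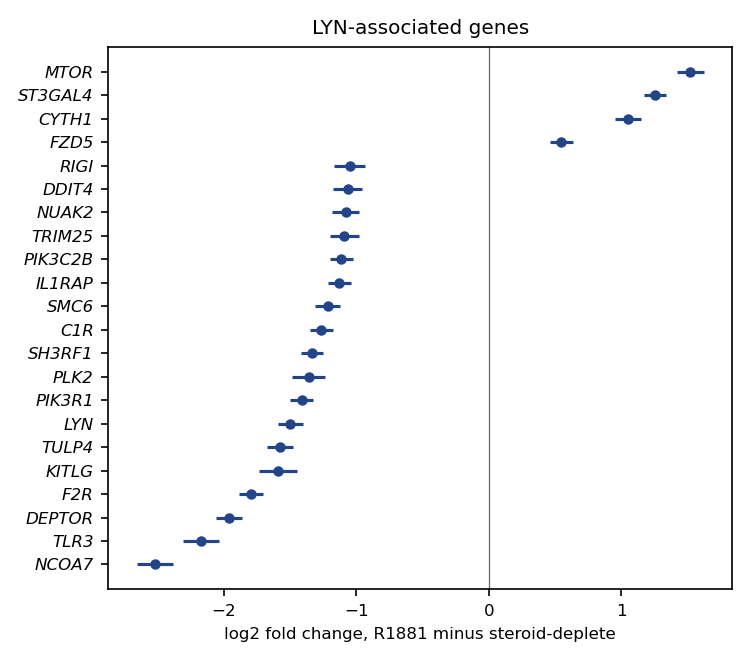
Log2 fold change (R1881 minus steroid-deplete, 4 arrays each) of the measured *LYN*-associated genes, with bars for the standard error. The values run from -2.52 for *NCOA7* to 1.52 for *MTOR*, and *FZD5* is shown by the transcript cluster with the higher mean.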

Using RT-PCR, we confirmed statistically-significant up-/down-regulation of *LYN* and eleven *LYN*-associated genes relative to *GAPDH* expression in each of the treatment samples as compared with controls (*p*<0.05) exactly as predicted by our microarray analysis (Figure 1B). 

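Of the 12 genes measured by RT-PCR, 9 were called lower and 2 higher on the arrays, with the same counts when adjusted over the list alone. The study chose them from these arrays, so the counts are not independent evidence. Besides *LYN*, the genes that fell include *TLR3*, a sensor of double-stranded RNA (log2 fold change -2.17), *KITLG*, which encodes the Kit ligand (-1.59), *TULP4* (-1.58), *PIK3R1*, a regulatory subunit of phosphoinositide 3-kinase (-1.41), the ubiquitin ligase gene *SH3RF1* (-1.34) and the RNA sensor gene *RIGI* (-1.05). *MTOR* (1.52, standard error 0.10) and *CYTH1*, an exchange factor for ARF proteins (1.05, standard error 0.10), rose. *FZD5*, a Wnt receptor gene, has a pair of transcript clusters. Cluster 2596776, which has the higher mean, had a log2 fold change of 0.55 (standard error 0.09, adjusted p = 2.7e-04 from limma) and was not called, as it lies under the 2-fold limit. Cluster 2596763 rose from 5.66 ± 0.15 to 8.19 ± 0.19 (SD, n = 4 each), a log2 fold change of 2.53 (standard error 0.11, adjusted p = 9.8e-10 from limma). *RIGI* lost the 2-fold limit without steroid-deplete replicate 2 (-0.997) or R1881 replicate 1 (-0.96) and with arrays centred on their median (-0.95), and *CYTH1* without steroid-deplete replicate 1 (0.98). The *PIK3R1* value of R1881 replicate 4 (8.86) and the *TULP4* values of steroid-deplete replicate 1 (8.08) and R1881 replicate 1 (6.94) lay apart from those of the other arrays of their group.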

The validation rate (100%) suggests that our microarray analysis is a robust description of androgen-dependent transcriptional changes in PCa cells.

**Figure 1:**
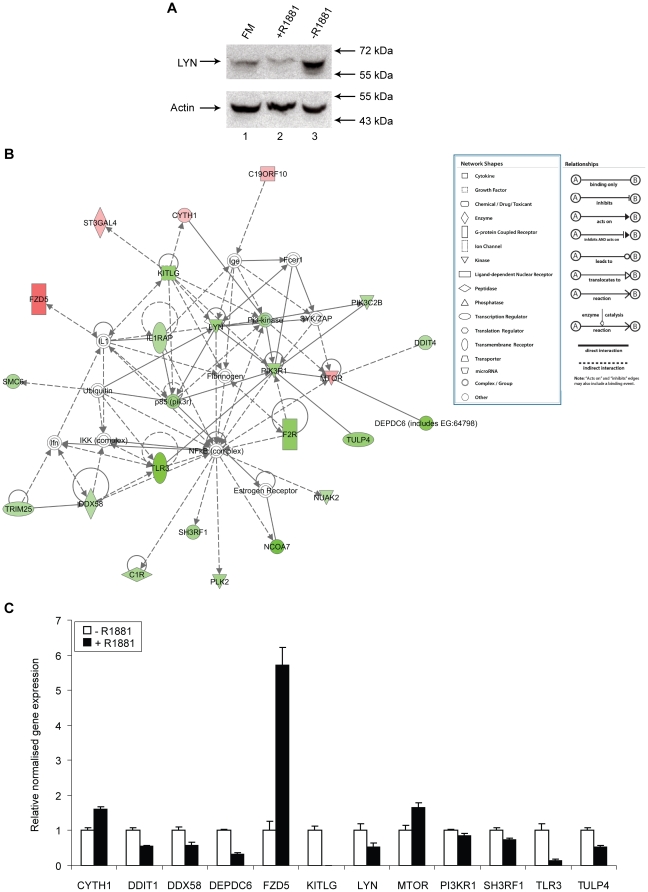
Expression of *LYN* and -associated genes are androgen-regulated in LNCaP cells. (A) Western analysis of LYN and actin (loading control) protein expression in cells grown in full medium, steroid-deplete medium, and following 24 hours of treatment with 10 nM R1881. (B) Ingenuity Pathway Analysis (IPA) of LYN-associated genes. Novel androgen-regulated genes identified in the present study are labelled in shades of red (up-regulated genes) or shades of green (down-regulated genes). (C) Expression of 12 novel androgen-regulated genes associated with *LYN* in steroid-deplete conditions (−, lanes 1–4) and after 24 hours of treatment with 10 nM R1881 (+, lanes 5–8) measured by multiplex RT-PCR. Levels of transcript expression were normalised to *GAPDH* levels, and data from experimental quadruplicates were used to obtain the mean ± SE for each transcript. A particularly high level of androgen-mediated gene activation was seen for the *FZD5* gene, which encodes a transmembrane Wnt5a receptor. Other confirmed up-regulated genes included *KITLG*, which encodes the Kit ligand upstream of *LYN* in the pathway, and *MTOR*, which encodes a key regulator of cell growth. Similarly, we confirmed down-regulation of the novel androgen-regulated genes *REDD1* (also known as *DDIT4*), which negatively regulates mTOR, and *DEPDC6* which encodes an mTOR interacting protein.

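*DEPTOR* (named *DEPDC6* in the study) and *DDIT4* fell after R1881. *DEPTOR* had a log2 fold change of -1.96 (standard error 0.10, adjusted p = 4.1e-09 from limma) and *DDIT4* one of -1.07 (standard error 0.11, adjusted p = 5.0e-06). The stress-induced inhibitors *SESN3* (-1.78) and *SESN1* (-1.58) and the AMP-activated kinase subunit gene *PRKAA2* (-1.03) fell too. These are the 5 of 28 measured genes of the mTOR pathway that were called lower. The kinase gene itself was the 1 called higher, and 22 genes did not pass, among them *TSC2* and *TSC1* (-0.38, adjusted p = 0.0111), whose products together inhibit the kinase. Adjusted over the list alone, the counts were the same. All 6 called genes are in Table S1, which was made from these arrays and had been seen when the list was written, so the list is not independent evidence. The list shifted down by camera (adjusted p = 0.0027), a call lost with adjusted p = 0.467 with an estimated correlation. *DDIT4* was under the 2-fold limit without steroid-deplete replicate 4 (-0.97), with arrays centred on their median (-0.96) and with quantile normalisation of the gene values (-0.99).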

To detect changes in mRNA isoform ratios in response to androgen stimulation we applied PLIER/Iter-PLIER statistical analysis to exon level data along with several filtering criteria (see Materials and Methods). 

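At exon level, the same 8 arrays were summarised by the authors into an intensity per probe set on a linear scale. Of the probe sets in the table, 257184 carry 1 gene symbol, 2758 carry several and 360393 carry none. By symbol, 206492 probe sets were tied to the gene-level Iter-PLIER intensity of 13029 genes. The normalised intensity of a probe set was taken as log2(probe set value + 16) minus log2(gene value + 16) on the same array, and was compared between the treatments with limma. A probe set was called at p of 0.001 or less if its gene had a mean at or above the median gene in both treatments and changed by at most 3.32 on the log2 scale. In at least 1 treatment the probe set also had to be at or above the median probe set and within 2.32 of its gene. Means above the median stand for detection, as detection p-values and the intensities of single probes are not used here. This left 79602 probe sets in 5989 genes. Positions of probe sets along their gene are not used here, so that probe sets are named by their number only.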

We identified a total of 1279 differentially expressed probesets (*p*<0.001), of which 325 (∼25%) mapped to well known alternative splicing events (n = 108; 8.4%), alternative first exons/5′ ends (n = 144; 11.3%) and alternative last exons/3′ ends (n = 73; 5.7%). 

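The probe sets that rose most against their gene were in *TTBK2*, a tau tubulin kinase gene, where probe sets 3620832 and 3620825 gained 3.57 (standard error 0.19) and 3.54 (standard error 0.23) on the log2 scale. The 2 probe sets rose by themselves too, by 2.71 and 2.69, while the gene had a log2 fold change of -0.86. In *DDC*, probe sets 3050449, 3050440 and 3050455 gained 3.28, 3.11 and 3.09 against a gene that fell by 2.80, with own changes of 0.49, 0.32 and 0.29, and for 3050440 the value of R1881 replicate 4 (-1.37) lay apart from those of the other R1881 arrays. The largest losses relative to the gene were in *NDRG1*, where probe sets 3154366 and 3154368 had differences of -3.16 and -3.12. Their own changes were 0.13 and 0.17, while the gene rose by 3.29. *TACC2* probe set 3268092 had a difference of -2.89 and fell by itself by 2.08. Probe set 2811168 of *PART1*, an androgen-induced transcript, had a difference of -2.87, with an own change of -0.03 against a gene that rose by 2.84. Probe set 2593194 of *STK17B*, a kinase gene, had one of -2.80, with an own change of -0.20 against a gene that rose by 2.60. The adjusted p from limma of these 10 ranged from 1.6e-04 to 0.0065. In all, 1277 probe sets in 712 genes were called, 827 higher and 450 lower than their gene. At this threshold 79.6 were expected by chance, if every probe set follows its gene in full. An adjusted p under 0.05, which rests on the same assumption, was passed by 1090. Probe sets followed the change of their gene less (slope 0.560 among the dimmest, 0.870 among the brightest). A change of the gene alone can therefore give calls, and the excess over 79.6 does not show changed isoforms. The probe sets entered, the filters and the test differ from the paper's. Its probe sets were not compared with these, so a similar total does not show that the same ones were found. With the methods' t-test 1029 were called, of which 757 were also called by limma in the same direction. The paper takes a probe set that changes relative to its gene as a sign of a changed isoform ratio and chose its candidates from such probe sets. Of the called differences, 96.9% had the opposite sign to the change of the gene, a sign that subtracting the gene value favours and that a probe set which follows its gene less also gives. With RMA values at both levels 974 of 91908 kept probe sets were called, of which 74.4% had the opposite sign. With the median of a gene's own probe sets as the gene value 445 of 51783 were called, of which 75.5% did. Without the filter on dim features 5535 were called, without steroid-deplete replicate 2 861 with 541 of them higher, and with a pseudocount of 1 in place of 16 820. Without steroid-deplete replicate 1 and R1881 replicate 4, an alternative chosen after seeing the data, 730 were called.

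**Figure D4:**
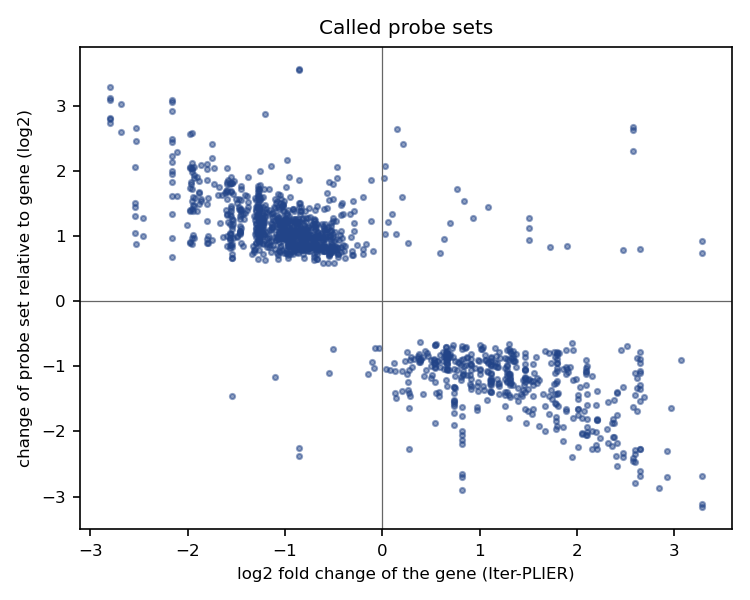
Change of each of the 1277 called probe sets relative to its gene (log2, vertical axis) against the log2 fold change of the gene (Iter-PLIER, horizontal axis), R1881 minus steroid-deplete, one point per probe set. Of the points, 96.9% lie on opposite sides of 0 on the axes.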

The remaining probesets did not have obvious annotations. In view of previously-published data [14], [15], we focussed solely on cassette exons and changes in extreme 5′-ends of transcripts (alternative transcriptional initiation sites due to alternative promoter selection) for which there were full length annotated UCSC (University of California, Santa Cruz) gene sequences [24] available based on RefSeq or GenBank entries with known exon connectivity. Probe intensities of candidate transcripts were visualised at single exon level using EASANA to select candidates that might encode potentially androgen-regulated alternative mRNA isoforms for experimental verification. We identified a total of 30 candidate mRNA isoforms, of which 7 were positively validated in the array sample set as well as an independent dataset (Figures 2 and 3, and fully described below). In each validated case we found statistically significant differences (*p*<0.05) in actual biological ratios of constitutive and alternative (androgen-regulated) mRNA isoforms as monitored by multiplex RT-PCR and fluorescent quantification after capillary agarose gel electrophoresis (Figure 3). In each case, RT-PCR products were sequenced to verify the content of individual mRNA species.

**Figure 2:**
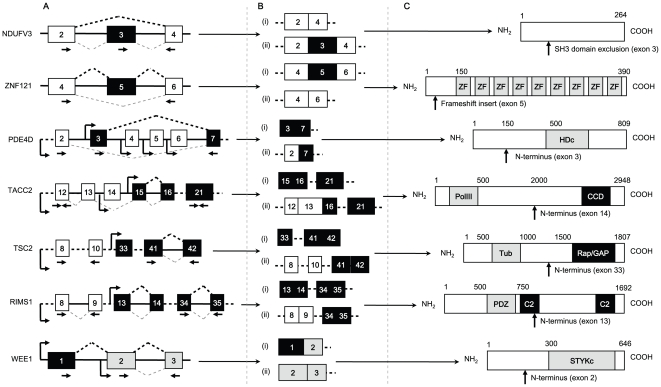
Overview of identified androgen-regulated mRNA isoforms. (A) Cartoon of intron/exon structure of gene, showing the splicing pattern and the positions of the primers (shown as arrows) used for RT-PCR. Genes are annotated with the androgen responsive splicing/promoter selection event above the gene (exons joined by broken lines in black), and constitutive event below the gene (exons joined by broken lines in grey). The androgen-regulated exons are shown in black, and weakly androgen-dependent exons indicated in grey. Constitutive exons are indicated in white. The positions of the primers used for RT-PCR validation are shown below exons as arrows, and predicted position of alternative promoters are shown as angled arrow. (B) For each gene a pair of alternative mRNA transcript isoforms is shown. (C) The predicted full-length proteins made from each of the genes are indicated, along with the position of conserved domains. These are abbreviated: ZF = zinc finger motif; HDc = metal dependent phosphohydroxylate with conserved HD motif; PolIII = DNA polymerase subunits gamma and tau; CC = coiled coil domain; Tub = tuberin superfamily; Rap/GAP = RAP/GTPase Activating Protein superfamily; PDZ = protein interaction and binding domain; C2 = protein kinase C conserved domain 2 Ca^2+^ binding motif; STYKc = STYK protein kinase domain.

**Figure 3:**
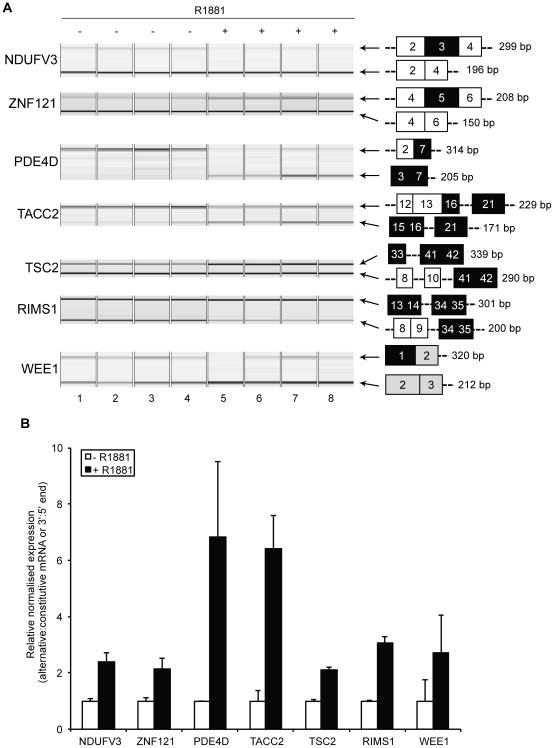
Androgens regulate expression of a number of alternative mRNA isoforms in LNCaP cells. (A) Capillary agarose gel electrophoretic analysis of RT-PCR products amplified from mRNA from cells grown either in steroid-deplete medium (lanes 1–4) or after 24 hours of treatment with 10 nM R1881 (lanes 5–8). The predicted mRNA isoforms detected are shown to the right of each gel exactly as summarised in Figure 2B. (B) Fluorescent quantification was performed to obtain the relative normalised expression ratio, which is the contribution of the PCR product representing the alternative (androgen-regulated) transcript/constitutive transcript or 3′ transcript end/5′ transcript end. Data from the experimental quadruplicates (gel image) were used to obtain the mean ± SE.

### Identification of mRNAs containing androgen-regulated cassette exons

There are two fully annotated mRNA isoforms from the *NDUFV3* gene (RefSeq accession numbers NM_021075 and NM_001001503), which encodes a subunit of the NADH-ubiquinone oxidoreductase complex. Our analysis suggested differential androgen-regulated production of these two isoforms, with androgen-dependent skipping of a cassette exon (exon 3) within the mRNA transcript. 

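*NDUFV3* probe sets 3922937 and 3922940 fell relative to their gene, by 0.91 each on the log2 scale (standard errors 0.15 and 0.14, adjusted p = 8.8e-04 and 6.6e-04 from limma over the probe sets of the isoform genes alone). The normalised intensity of 3922937 went from 0.64 ± 0.16 to -0.27 ± 0.15 and that of 3922940 from -2.13 ± 0.17 to -3.04 ± 0.07 (SD, n = 4 each). Of the 12 probe sets of the gene, these 2 were called, and 6 were lower and none higher at an adjusted p under 0.05 over the isoform genes alone. The median own change of the 12 was -0.08, against 0.38 for the gene by Iter-PLIER, which favours differences below 0. The study chose the gene from these arrays, so these counts are not independent evidence. The own log2 changes of the probe sets were -0.53 and -0.52 (adjusted p = 0.0899 and 0.149), and the gene had a log2 fold change of 0.09 by RMA (adjusted p = 0.466) and of 0.38 by Iter-PLIER (adjusted p = 0.0702). With RMA values at both levels the differences were -0.56 and -0.68, and with the gene value as the median of its own probe sets -0.57 for both, and no probe set of this gene was at p of 0.001 or less in either setting.

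**Figure D5:**
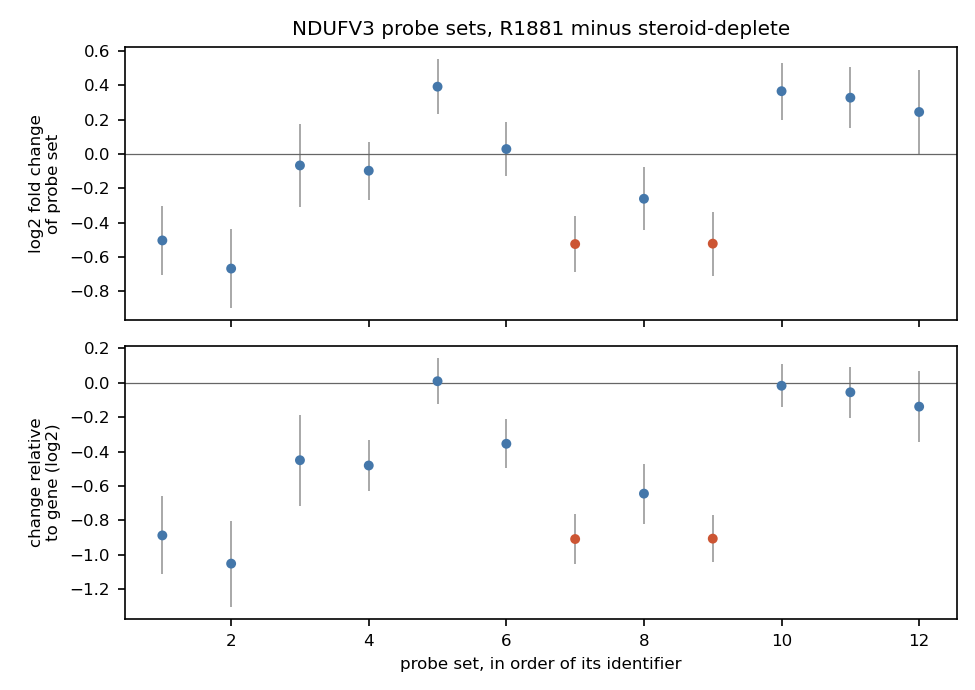
Log2 fold change of each *NDUFV3* probe set (upper panel) and its change relative to the gene (lower panel), R1881 minus steroid-deplete with 4 arrays each, with bars for the standard error and orange points for p of 0.001 or less. Probe sets are in order of their identifiers, whose relation to position in the gene is not used here. The differences run from -1.05 to 0.01.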

Although no direct function for this gene product has been described in PCa, mitochondrial complex I, of which the NDUFV3 protein is a component, plays an important role in interferon-beta and retinoic acid-induced cancer cell death. The long (1095 nt; nucleotide) cassette exon within the *NDUFV3* transcript inserts coding information for a 365 amino acid (aa) peptide into the NDUFV3 protein sequence compared with the shorter mRNA isoform (Figure 2, NCBI NP_066553 and NP_001001503.1 respectively). Multiplex RT-PCR demonstrated expression of exon 3-included and exon 3-skipped transcripts in steroid-deplete conditions, and confirmed an androgen-dependent switch in exon 3 inclusion (Figure 3A, compare lanes 1–4 with 5–8). Following androgen treatment there was a ∼2 fold increase in the exon-skipped product relative to the exon-included product (Figure 3B).

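*ZNF121*, which encodes a zinc finger protein, has 3 probe sets named by its symbol, and no gene-level value carries that symbol alone. Its probe sets could therefore be compared only by their own values. Probe set 3849582 had a log2 value of 5.47 ± 0.42 in steroid-deplete medium and 5.22 ± 0.52 after R1881 (SD, n = 4 each), a change of -0.25 (standard error 0.28, adjusted p = 0.728 from limma). Probe set 3849789 changed by 0.18 (standard error 0.21, adjusted p = 0.731), and probe set 3849790 by -0.17 (standard error 0.17, adjusted p = 0.710). None of the 3 passed the test, and by RMA their changes were -0.69, 0.31 and -0.20 (adjusted p = 0.291, 0.599 and 0.706). Inclusion of an exon relative to the rest of the transcript was not measured by these values.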

Androgen-regulated inclusion of a cassette exon was also identified in the transcript derived from the gene encoding the putative transcription factor *ZNF121*. *ZNF121* encodes a 390 amino acid protein with 9 C_2_H_2_-type zinc finger motifs (Figure 2C), and is expressed as three alternative mRNA isoforms (UCSC mRNA isoforms uc010xkp.1, uc010dwt.2 and uc010xkq.1, respectively). Exon 2 is alternatively-spliced within the 5′ untranslated region (UTR), while inclusion of exon 5 interrupts the reading frame initiated in exon 4, and results in a frameshifted mRNA (Figure 2A and 3B). Using multiplex RT-PCR, exon 2 was found to be constitutively skipped in LNCaP cells (data not shown), but inclusion of the 58 nt exon 5 was significantly up-regulated in response to androgen treatment (Figure 3A, compare lanes 1–4 with lanes 5–8). In terms of functional outputs, cassette exon 5 introduces a frameshift to the ZNF121 protein sequence very close to the amine (N)-terminus of the encoded protein, and so may either destabilise the mRNA through the NMD pathway [25] or lead to production of a protein lacking zinc finger motifs (Figure 2C).

### Identification of mRNAs with distinct androgen-regulated 5′ ends

We also identified variant mRNA isoforms with alternative 5′ exons generated in response to androgen treatment from alternative transcriptional initiation sites due to alternative promoter selection. These included mRNA isoforms from the *PDE4D* gene, which encodes a cAMP-specific phosphodiesterase involved in signalling pathways, and has been recently identified as a proliferation-promoting factor up-regulated in clinical PCa [26]. 

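*PDE4D* probe sets differed widely in their response to R1881. Probe set 2858433 rose by itself by 1.76 on the log2 scale (standard error 0.19, adjusted p = 1.4e-04 from limma) and probe set 2858384 by 1.32 (standard error 0.27, adjusted p = 0.0118), while the gene had a log2 fold change of -1.24 by Iter-PLIER (adjusted p = 1.2e-05) and of -0.27 by RMA. Relative to the gene, 2858433 went from -1.98 ± 0.17 to 1.02 ± 0.23 and 2858384 from -2.65 ± 0.37 to -0.09 ± 0.62 (SD, n = 4 each). Probe set 2858169 gained 1.92 relative to the gene. At the other end, probe set 2858345, named after its values were seen, fell by itself by 2.40 (adjusted p = 3.2e-05). Of 41 probe sets, 16 were higher than the gene at p of 0.001 or less and none lower. The median own change of the 41 was -0.39, against -1.24 for the gene by Iter-PLIER. This favours differences above 0, which need not be a rise of the probe set. Over the isoform genes alone, 27 were higher and 1 lower at an adjusted p under 0.05, counts that are not independent evidence because the study chose the gene from these arrays. The level of the gene lay under the median gene, so none of its probe sets entered the count over all genes. Probe sets 2858143, 2858209 and 2858152, which were 0.79, 0.82 and 1.06 higher relative to the gene, had own changes of -0.45, -0.42 and -0.17, and with RMA values at both levels their differences were -0.60, -0.17 and -0.06. Probe set 2858143 also failed without steroid-deplete replicate 1 (0.71), 2 (0.74) or 3 (0.81) and without R1881 replicate 1 (0.82), 2 (0.85), 3 (0.76) or 4 (0.74), and 2858209 without steroid-deplete replicate 2 (0.85), 3 (0.78) or 4 (0.77) and without R1881 replicate 1 (0.79), 2 (0.82) or 4 (0.76). With all arrays their p from limma was 9.8e-04 and 3.9e-04. Testing fewer arrays can bring such a p past the limit though the difference hardly moves. With RMA values at both levels 5 probe sets passed, and with the gene value as the median of its own probe sets 7.

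**Figure D6:**
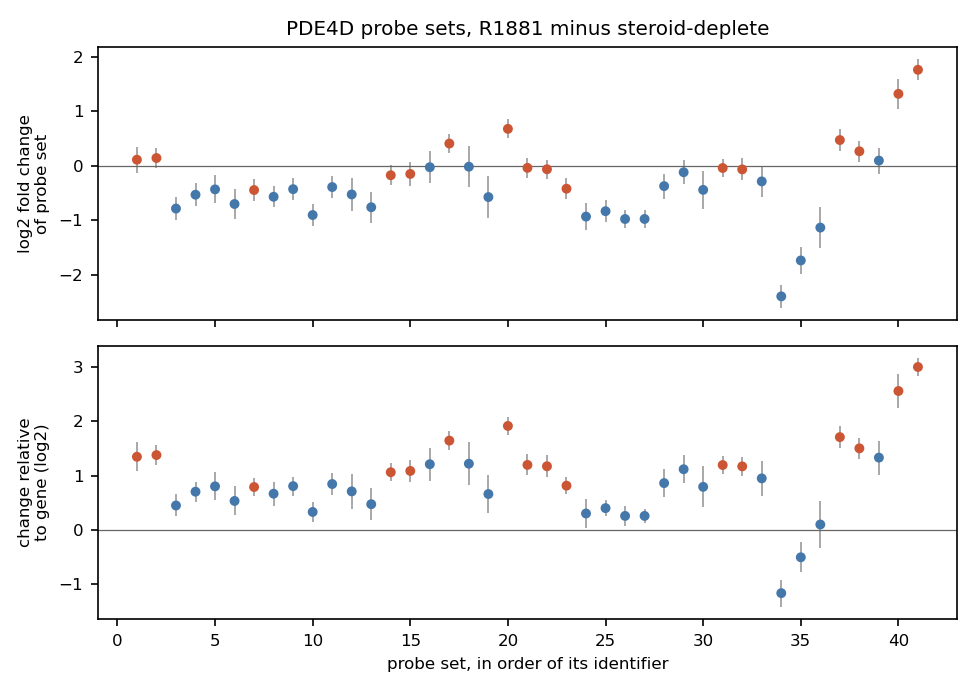
Log2 fold change of each *PDE4D* probe set (upper panel) and its change relative to the gene (lower panel), R1881 minus steroid-deplete with 4 arrays each, with bars for the standard error and orange points for p of 0.001 or less. Probe sets are in order of their identifiers, whose relation to position in the gene is not used here. The own changes run from -2.40 to 1.76.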

The *PDE4D* gene is transcribed using an array of five alternative transcriptional initiation sites, including distinct promoter elements upstream of exon 1 (which is spliced onto exon 2 and then 7 (RefSeq NM_001165899) and upstream of exon 3 which is also directly spliced onto exon 7 (RefSeq NM_006203)) (Figure 3A) [26]. Using multiplex RT-PCR, LNCaP cells were found to initiate *PDE4D* transcription upstream of exon 3 in steroid-deplete conditions, and following androgen treatment a dramatic switch in transcriptional initiation was made to the promoter upstream of exon 1 (Figures 2 and 3). Both these *PDE4D* mRNA isoforms contain predicted ORFs for the conserved HDc motif of metal dependent phosphohydrolases (Figure 2C), but have different N-terminal sequences (NCBI NP_001159371.1 and NP_006194.2).

A switch between androgen-regulated mRNA isoforms with distinct 5′ ends was also identified for the *TACC2* gene, which encodes a centrosomal protein. 

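*TACC2*, which encodes a centrosomal protein, held probe sets that fell and others that rose after R1881. Probe set 3268092 fell by itself by 2.08 on the log2 scale (standard error 0.28, adjusted p = 6.8e-04 from limma), 3268086 by 1.88 (standard error 0.22, adjusted p = 2.4e-04) and the change of 3268071 was -1.84 (standard error 0.22, adjusted p = 2.5e-04). The gene had a log2 fold change of 0.81 by Iter-PLIER (adjusted p = 9.5e-04) and of 0.21 by RMA (adjusted p = 0.0530). By their own values, 9 of the 36 probe sets were lower and 4 higher at an adjusted p under 0.05. Relative to the gene, 11 were lower and none higher at p of 0.001 or less, and 13 were lower at an adjusted p under 0.05 over the isoform genes alone. The median own change of the 36 was 0.41, against 0.81 for the gene by Iter-PLIER, which favours differences below 0. The study chose the gene from these arrays, so these counts are not independent evidence. Of the 11, 10 passed the filters on level and distance from the gene, and 3310561 did not. Differences of probe sets 3268090 (-1.63), 3268119 (-0.74) and 3310561 (-0.89) were the smallest among them. The last 2 had own changes of 0.08 and -0.08. None of the 3 passed with RMA values at both levels (-0.88, -0.03 and -0.18), where 6 probe sets of the gene did, or with the median of the gene's own probe sets as its value (-0.92, -0.03 and -0.19). Probe set 3268119 also failed without steroid-deplete replicate 1 (-0.72), 2 (-0.75), 3 (-0.76) or 4 (-0.72) and without R1881 replicate 1 (-0.74), 2 (-0.77) or 3 (-0.64). Its p from limma with all arrays was 5.3e-04, which fewer arrays can bring past the limit though the difference hardly moves.

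**Figure D7:**
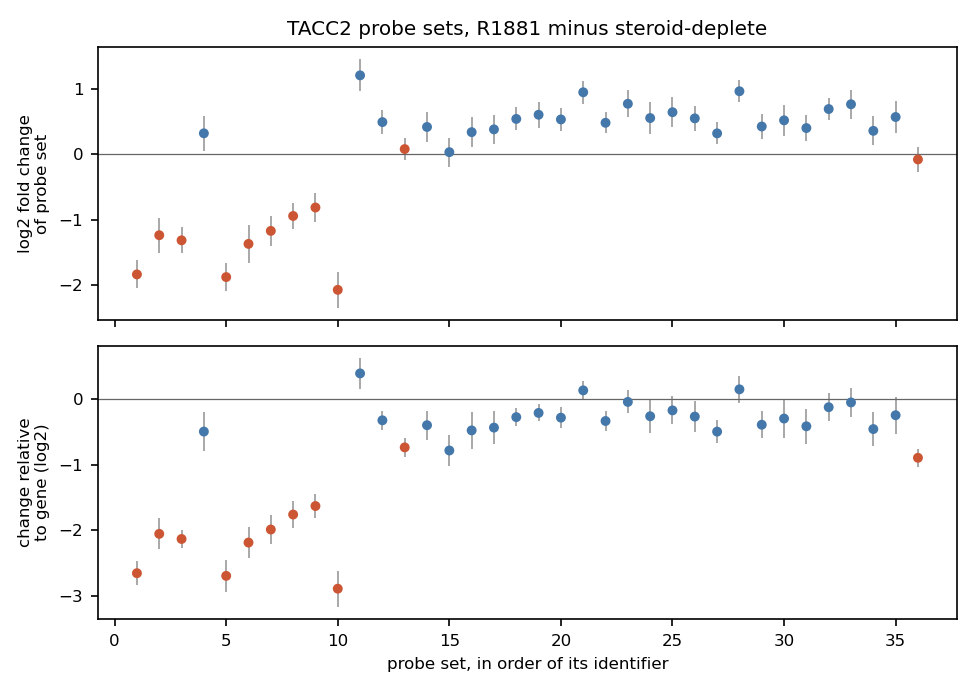
Log2 fold change of each *TACC2* probe set (upper panel) and its change relative to the gene (lower panel), R1881 minus steroid-deplete with 4 arrays each, with bars for the standard error and orange points for p of 0.001 or less. Probe sets are in order of their identifiers, whose relation to position in the gene is not used here. The own changes run from -2.08 to 1.21.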

Multiple different *TACC2* mRNA isoforms are transcribed from the *TACC2* gene, under the control of alternative internal promoters upstream of exons 14, 15, and 18 (Figure 2A) to give different mRNA isoforms with alternative exon contents [27]. Using multiplex RT-PCR using primers complementary to exons 12 (5′ end of the gene) and 21 (3′ end of the gene), we confirmed significantly increased levels of 3′ end of the *TACC2* gene as compared with the 5′ end following androgen treatment, suggesting androgen-regulated mRNA isoform production through an alternative internal AR-activated promoter (Figure 3). The use of a promoter upstream of exon 15 produces a variant mRNA isoform called *AZU-1*, in which the coding information for the coiled-coil domain is preserved (GenBank ID: AF176646.1). Although *TACC2* is a non-essential gene and its deletion does not cause cancer in mice, [28], [29], up-regulation of *AZU-1* has been implicated in advanced breast cancer [28]. We analysed expression of mRNA isoforms containing TACC2 exons 14, 15 and 18 which are the first exons of each of these annotated transcription units, and found that the promoter upstream of exon 15 is androgen-responsive, indicating *AZU-1* is an androgen-regulated transcription unit (data not shown).

Androgen-regulated selection of alternative 5′ ends were also detected in transcripts derived from the *TSC2*, *RIMS1* (*regulating synaptic membrane endocytosis 1*) and *WEE1* genes. *TSC2* encodes an important tumour suppressor protein tuberin, which regulates cell growth [30], [31]. 

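*TSC2* probe sets 3644461, 3644467 and 3644468 rose after R1881, both by themselves and relative to their gene. Their own log2 changes were 0.78 (standard error 0.17), 0.91 (standard error 0.16) and 1.09 (standard error 0.20), with adjusted p = 0.0153, 0.0044 and 0.0057 from limma. Relative to the gene, 3644468 went from -1.03 ± 0.28 to 0.35 ± 0.41 and 3644467 from -0.26 ± 0.29 to 0.95 ± 0.36 (SD, n = 4 each). The gene as a whole had a log2 fold change of -0.04 by RMA (adjusted p = 0.814) and of -0.29 by Iter-PLIER (adjusted p = 0.338). Of 44 probe sets, 6 were higher and none lower by their own values at an adjusted p under 0.05. Over the isoform genes alone, 10 were higher relative to the gene, counts that are not independent evidence because the study chose the gene from these arrays. The differences of the 3 probe sets, 1.07 for the first and 1.38 for the last, passed p of 0.001 or less with limma and did not with the methods' t-test. Probe set 3644461 also failed without steroid-deplete replicate 2 (1.08) or R1881 replicate 3 (1.06), and 3644467 without steroid-deplete replicate 2 (1.21), 3 (1.19) or 4 (1.09) or R1881 replicate 2 (1.23). Their p from limma with all arrays was 3.0e-04 and 3.2e-04, which fewer arrays can bring past the limit though the difference hardly moves. With RMA values at both levels, as with the median of the gene's own probe sets as its value, 6 probe sets passed, and leaving out 1 array gave from 1 to 4.

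**Figure D8:**
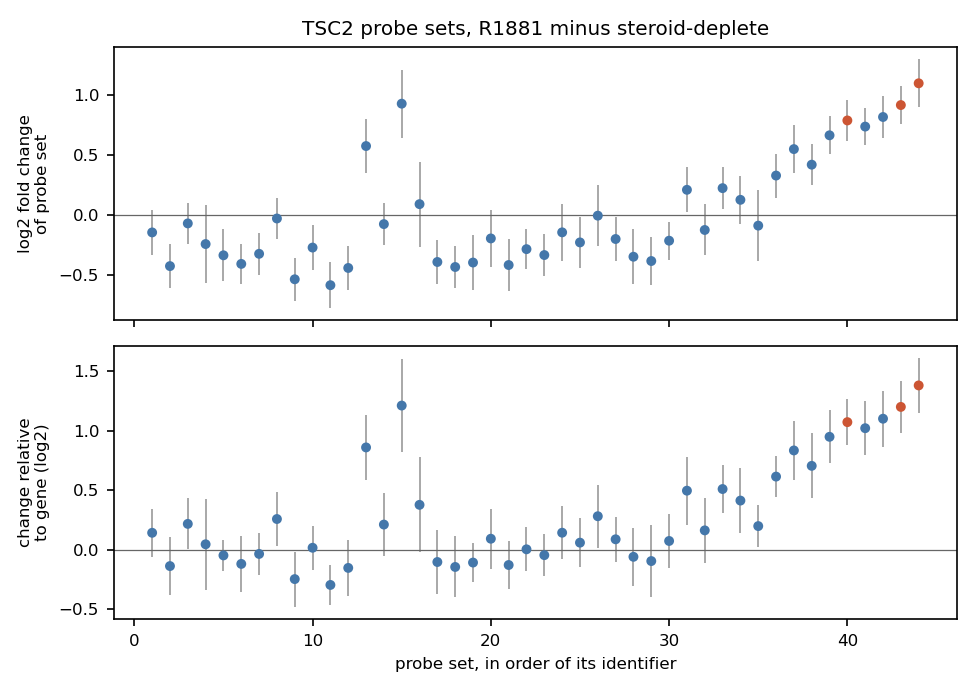
Log2 fold change of each *TSC2* probe set (upper panel) and its change relative to the gene (lower panel), R1881 minus steroid-deplete with 4 arrays each, with bars for the standard error and orange points for p of 0.001 or less. Probe sets are in order of their identifiers, whose relation to position in the gene is not used here. The own changes run from -0.59 to 1.09, and 6 of the 44 are higher at an adjusted p under 0.05.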

The *TSC2* gene is complex and encodes a number of different mRNA isoforms with alternative exons, and our analysis predicted increased levels of transcription of the downstream region of the gene. Confirming this by multiplex RT-PCR using primers within exons 8 and 10 (5′ end) and 41 and 42 (3′ end), we observed an ∼2 fold increase in expression of 3′ end of the *TSC2* gene as compared with the 5′ end following androgen treatment (Figure 3A, compare lanes 1–4 with lanes 5–8). Known annotated mRNA isoforms on UCSC [24], [32] indicated two known alternative internal promoters upstream of *TSC2* exon 33 (Figure 2A), which might to respond to androgen stimulation (DP1 and DP2). The alternative *TSC2* transcript produced in response to androgen treatment contains coding information for the Rap/GAP domain of the full-length protein, but is missing the tuberin family domain (Figure 2C) (GenBank BAG52831.1).

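*RIMS1*, which encodes a protein of the presynaptic active zone, had probe sets that fell and others that rose after R1881. Probe set 2913186 fell by itself by 1.17 on the log2 scale (standard error 0.16, adjusted p = 7.6e-04 from limma) and relative to the gene went from -0.18 ± 0.34 to -2.08 ± 0.12 (SD, n = 4 each). Probe sets 2913184 and 2913183 had differences of -1.72 and -1.61 relative to the gene. By their own values, 4 of the 44 probe sets were lower and 8 higher at an adjusted p under 0.05, and the own changes ran from -1.17 to 0.90. The gene had a log2 fold change of 0.04 by RMA (adjusted p = 0.795) and of 0.73 by Iter-PLIER (adjusted p = 0.0044). Relative to it 11 probe sets were lower and none higher at p of 0.001 or less, and 22 were lower over the isoform genes alone at an adjusted p under 0.05. The median own change of the 44 was 0.10, against 0.73 for the gene by Iter-PLIER, which favours differences below 0. The study chose the gene from these arrays, so these counts are not independent evidence. The differences of 2913187 (-1.32), 2913180 (-1.32) and 2913189 (-1.04) were the smallest, and these 3 did not pass with RMA values at both levels, where 5 probe sets of the gene did. With the methods' t-test 4 probe sets of the gene passed. Probe set 2913180 also failed without steroid-deplete replicate 1 (-1.32), 2 (-1.18) or 4 (-1.25) and without R1881 replicate 1 (-1.25), 2 (-1.25) or 4 (-1.25), and 2913189 without steroid-deplete replicate 1 (-1.0011), 2 (-0.95) or 4 (-1.0003) and without R1881 replicate 1 (-1.07), 2 (-1.01) or 4 (-0.93). Their p from limma with all arrays was 7.3e-04 and 6.2e-04, which fewer arrays can bring past the limit though the difference hardly moves. For 2913180, the value of R1881 replicate 3 (-2.99) lay apart from those of the other R1881 arrays (-3.82 to -3.80).

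**Figure D9:**
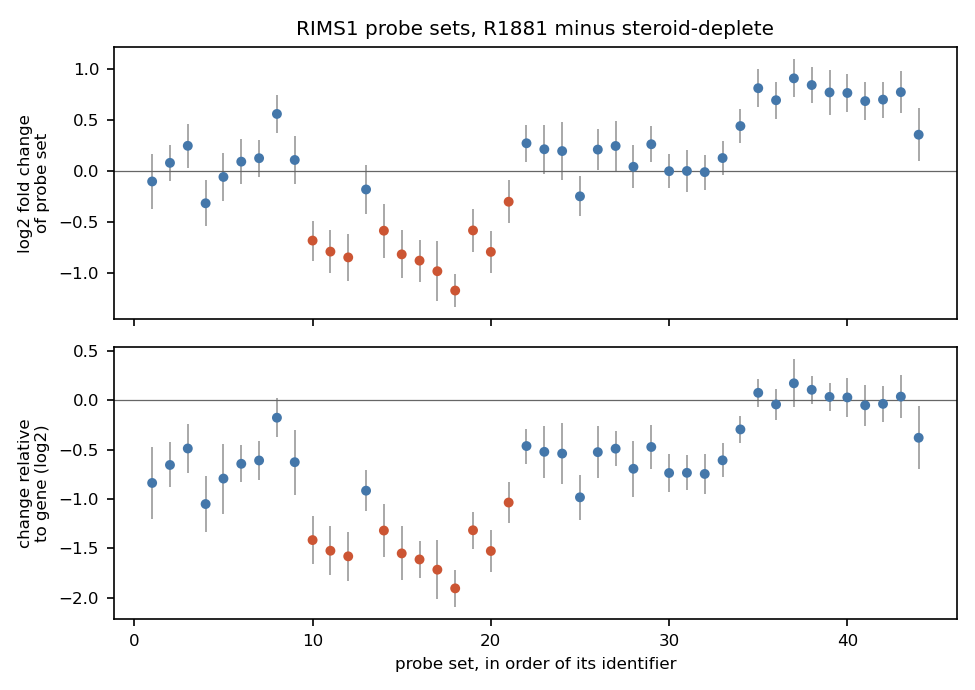
Log2 fold change of each *RIMS1* probe set (upper panel) and its change relative to the gene (lower panel), R1881 minus steroid-deplete with 4 arrays each, with bars for the standard error and orange points for p of 0.001 or less. Probe sets are in order of their identifiers, whose relation to position in the gene is not used here. The differences run from -1.90 to 0.17.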

Androgen-regulated mRNA isoforms were also predicted within the *RIMS1* gene, which is a member of the RAS gene superfamily, and encodes a protein that acts as a scaffold to regulate vesicle exocytosis. UCSC gene annotations [24], [32] indicate that *RIMS1* encodes a family of 11 different mRNA isoforms, transcribed downstream of 5 promoters. By multiplex RT-PCR using primers within exons 8 and 9 (5′ end) and exon 34 and 35 (3′ end), we observed an ∼3 fold increase in expression of 3′ end of the *RIMS1* gene as compared with the 5′ end following androgen treatment (Figure 3A compare lanes 1–4 with 5–8, and Figure 3B), most likely generated from transcriptional initiation from the UCSC annotated promoters upstream of exon 13 (Figure 2A) [24], [32]. The alternative transcripts produced in response to androgen treatment contain a predicted ORF, which excludes a PDZ domain involved in protein interactions and binding, and one calcium-binding (C2, protein kinase C conserved domain 2) domain (Figure 2C) compared with the full length protein.

In the above examples, androgen treatment led to alternative promoter selection and an increase in expression of an alternative mRNAs from a particular transcription start site. In contrast, we observed more subtle selective androgen-dependent alternative promoter usage within the androgen down-regulated *WEE1* gene. 

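*WEE1*, which encodes a kinase that holds back entry into mitosis, had more probe sets that fell than rose after R1881. The gene had a log2 fold change of -0.68 by RMA (standard error 0.08, adjusted p = 2.5e-05 from limma), under the 2-fold limit, and of -1.27 by Iter-PLIER (standard error 0.15, adjusted p = 8.7e-06). By their own values, 13 of the 31 probe sets were lower and 1 higher at an adjusted p under 0.05. The higher was 3319938, which rose by 0.97 (standard error 0.22, adjusted p = 0.0225) and relative to the gene went from -4.66 ± 0.13 to -2.42 ± 0.29 (SD, n = 4 each). Probe set 3319948 gained 1.61 and probe set 3319942 gained 1.45 relative to the gene, with own changes of 0.34 and 0.18 that did not pass (adjusted p = 0.387 and 0.830). By Iter-PLIER the gene fell by more than each of its 31 probe sets, so all differences lay above 0 (0.05 to 2.24). None could therefore be lower, and a higher probe set need not have risen by itself. Of the 31, 8 were higher than the gene at p of 0.001 or less and none lower, and 17 were higher over the isoform genes alone at an adjusted p under 0.05. Of the 8, 5 passed the filters on level and distance from the gene, which 3319938, 3319942 and 3319979 did not. The study chose the gene from these arrays, so these counts are not independent evidence. The smallest of these 8 differences were those of 3319946 (1.17), 3319979 (1.06) and 3319951 (0.97). With RMA values at both levels 3 probe sets passed, with the median of the gene's own probe sets as its value 4, with the methods' t-test 4, and leaving out 1 array gave from 4 to 8. Probe set 3319942 failed without steroid-deplete replicate 1 (1.36), 2 (1.37) or 3 (1.41) or R1881 replicate 2 (1.35) or 3 (1.31), 3319979 without steroid-deplete replicate 1 (1.04), 3 (0.98) or 4 (0.98) or R1881 replicate 2 (1.07), 3 (1.08) or 4 (0.96), and 3319946 without steroid-deplete replicate 2 (1.08) or R1881 replicate 2 (1.13). Testing fewer arrays can bring a p near the limit past it though the difference hardly moves. For 3319946, the value of steroid-deplete replicate 2 (-2.56) lay apart from those of the other steroid-deplete arrays (-2.22 to -2.19).

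**Figure D10:**
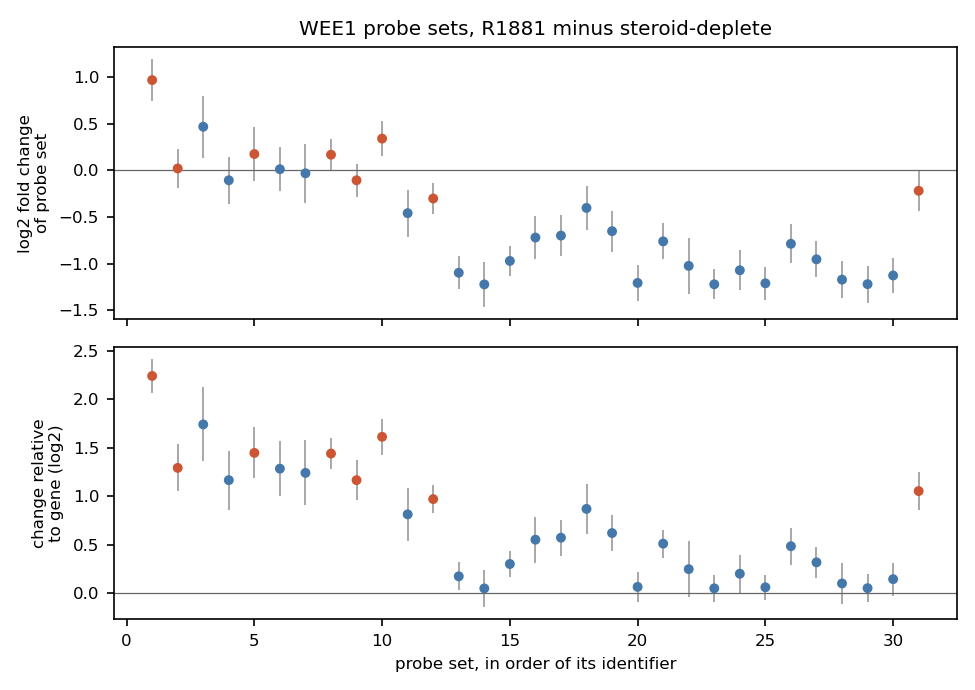
Log2 fold change of each *WEE1* probe set (upper panel) and its change relative to the gene (lower panel), R1881 minus steroid-deplete with 4 arrays each, with bars for the standard error and orange points for p of 0.001 or less. Probe sets are in order of their identifiers, whose relation to position in the gene is not used here. The own changes run from -1.22 to 0.97.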

*WEE1* encodes an important nuclear tyrosine kinase, which functions as a negative regulator of cell cycle progression and inhibits Cdc2-Cyclin B activity and entry into mitosis. UCSC annotations and published analyses of mRNA isoforms [24], [32], [33] indicate that *WEE1* encodes two alternative mRNAs initiating upstream of exon 1 (isoform 1 encoding full length Wee1 protein) or exon 2 (isoform 2 encoding a shorter protein Wee1i with an alternative N-terminus) (Figure 2). Both the long and the shorter forms of WEE1 protein contain the STY protein kinase domain (STYKc), but the shorter WEE1i does not contain the 214 aa N-terminus domain which mediates ubiquitin-dependent degradation of WEE1 protein to trigger mitotic entry [33]. Multiplex RT-PCR indicated that both *WEE1*-derived transcripts were down-regulated following androgen treatment, however the longer mRNA isoform (RefSeq NM_003390) was down-regulated to a greater extent as compared with the shorter mRNA isoform (RefSeq NM_001143976) (Figure 3A, compare lanes 1–4 with 5–8). The relative (∼3 fold) increase in abundance of the shorter mRNA isoform (and possibly Wee1i protein) following androgen treatment may provide the cell with constitutive WEE1-like kinase activity (protein NCBI NP_001137448.1) to regulate androgen-induced cell cycle progression (Figure 3B).

### Novel mRNA isoforms are regulated by endogenous androgens and expressed in benign prostate epithelial cells as well as clinical PCa

We validated the above findings using a natural androgen (dihydrotestosterone; DHT) at physiological concentrations (1 nM and 10 nM), as well R1881 at 1 nM concentration, which is thought to positively affect cell proliferation [21] (Figure S2). RT-PCR was performed using total RNA extracted from LNCaP cells grown in steroid-deplete medium and following 24 hours of treatment with different concentrations of R1881 or DHT. The absolute magnitude of the actual biological ratios of constitutive and alternative (androgen-regulated) mRNA isoforms varied for each transcript depending on the dose of R1881 and DHT. Although expression of the alternative mRNA isoform encoded by *WEE1* was not affected by 1 nM R1881, differential expression was observed following treatment with 1 nM and 10 nM DHT. DHT (at both 1 nM and 10 nM concentrations) did not have an effect on expression of the alternative mRNA isoform derived from *RIMS1*, however expression changes were seen with 1 nM R1881. For other transcripts, an overall trend was observed towards relative increased expression of androgen-regulated mRNA isoforms in keeping with the data with 10 nM R1881. These findings suggest that the functional cellular response to androgens mediated by alternative mRNA isoform expression may be dependent on the local (physiological) concentration of endogenous ligand.

To determine whether the identified androgen-dependent mRNA isoforms are cancer-specific and cell line-specific, we examined the expression of alternative mRNAs in other tumourigenic androgen-dependent (CWR22Rv1) and androgen-independent (LNCaP-AI, LNCaP-cdxR) PCa cell lines, as well as a non-tumourigenic androgen-independent prostate epithelial cell line (BPH-1) (Figure S3). Since we were examining the steady-state levels of mRNA expression (rather than dynamic changes in response to androgens), we focussed on the alternative mRNAs (derived from *NDUFV3*, *ZNF121*, *PDE4D*, and *WEE1*) that could be specifically detected with our RT-PCR assays in steady-state conditions (culture medium containing androgens). Androgen-responsive exons were not exclusive to cancer cells (expressed in BPH-1 cells), nor to PCa cell lines that exhibit an androgenic growth response (LNCaP, and CWR22Rv1). In addition, alternative mRNA isoforms were present in LNCaP cells cultured in medium devoid of steroids (LNCaP-AI) and with anti-androgens (LNCaP-cdxR) (Figure S3A). To demonstrate that AR is required to mediate androgen-regulated expression of alternative mRNAs, we examined expression of alternative exons in PCa cell lines that do not exhibit an androgenic growth response (DU145, PC-3, PC-3M) (Figure S3B). Although alternative exons were expressed in these cell lines, treatment with androgens did not alter their expression levels.

Finally, we studied expression of alternative mRNA isoforms (derived from *NDUFV3*, *ZNF121*, *PDE4D*, and *WEE1*) in prostate biopsies from patients with PCa (Figure S3C), and found that although alternative exons were expressed in clinical PCa, there was no association with disease progression (*p*>0.05). Taken together, the above data suggest that in addition to androgens, expression of alternative mRNAs may be regulated by other *trans*-acting factors as well as *cis*-regulatory elements in a cell type- and tissue-specific manner.

### Expression of novel mRNA isoforms is both directly and indirectly regulated by androgens

Recent studies have used chromatin immunoprecipitation (ChIP) and direct next generation sequencing (ChIP-Seq) for unbiased mapping of AR genomic binding sites in LNCaP cells in response to androgens [3], [34]. To determine whether the association of AR within candidate genes identified in our study may drive the expression of alternative mRNA isoforms, we compared the previously published AR binding profiles [3], [34] to the predicted locations of alternative events (Figures 4A and S4). The genomic loci of AR binding sites were uploaded to UCSC genome browser [24], and interrogated for positively-validating genes of interest from our present study (Figure 2). In keeping with our hypothesis, AR binding (Figure 4A, LNCaP AR ChIP-seq peaks, and Figure S4) was observed close to alternative promoters predicted to yield variant androgen-regulated mRNA isoforms with alternative 5′ exons generated from alternative transcriptional initiation sites (*PDE4D*, *TACC2*, *TSC2*, *RIMS1*, and *WEE1*). However, we did not observe AR binding within genes encoding transcripts identified to possess androgen-regulated cassette exons (*NDUFV3* and *ZNF121*) suggesting that these splicing events may be due to the indirect effect of androgens.

**Figure 4:**
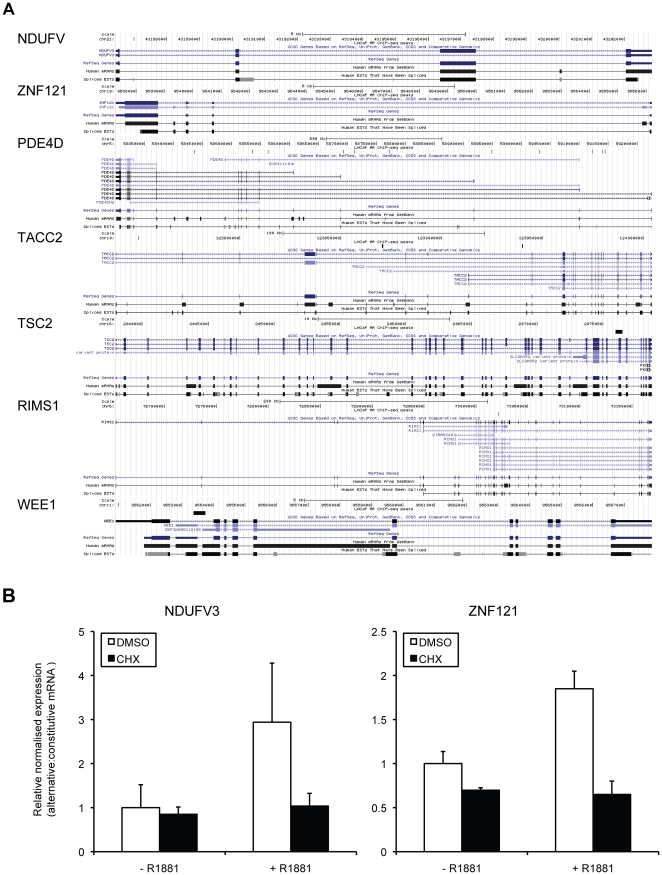
Expression of novel mRNA isoforms is both directly and indirectly regulated by androgens. (A) UCSC Genome Browser showing chromosomal locations and annotated transcript details for each novel androgen-regulated alternative mRNA isoform. Custom tracks (black bars below “LNCaP AR ChIP-seq peaks”) for each gene show locations of AR binding site(s) within the LNCaP genome as determined by ChIP-Seq [4]. (B) Fluorescent quantification of capillary agarose gel electrophoretic analysis of RT-PCR products amplified from mRNA from LNCaP cells pretreated for 1 hour with vehicle (DMSO) or 1 g/ml cycloheximide (CHX) prior to addition of 10 nM R1881 for 24 hours. The relative normalised expression ratio is the contribution of the PCR product representing the alternative (androgen-regulated) transcript/constitutive transcript. Data from four independent replicates were used to obtain the means ± SE.

To test this hypothesis, we co-treated LNCaP cells with or without 10 nM R1881 (as above) in conjunction with the translational inhibitor cycloheximide or vehicle (dimethylsulfoxide; DMSO) (Figure 4B). Using multiplex RT-PCR, we monitored exon skipping and exon inclusion within transcripts derived from *NDUFV3* and *ZNF121*, respectively. Cycloheximide completely inhibited androgen-dependent *NDUFV3* exon 3 skipping and *ZNF121* exon 5 inclusion. These data indicate that the effect of androgens on *NDUFV3* and *ZNF121* splicing is indirect and requires intermediate protein synthesis.

### Ligand-activated AR is rapidly recruited to an alternative internal promoter within the *TSC2* gene

To determine whether AR can directly regulate alternative mRNA expression from alternative transcription start sites, we explored the association of AR with the *TSC2* gene. To test our hypothesis that the alternative *TSC2* mRNA isoform is directly androgen-regulated, we firstly examined expression of TSC2 mRNAs from LNCaP cells co-treated with or without 10 nM R1881 (as described above) in conjuction with cycloheximide or vehicle (DMSO) (Figure 5A). Cycloheximide did not have any significant effect (*P*>0.05) on expression of androgen-induced mRNA isoform expression indicating that the ligand-dependent effect of AR on the *TSC2* gene is direct and does not require intermediate protein synthesis.

**Figure 5:**
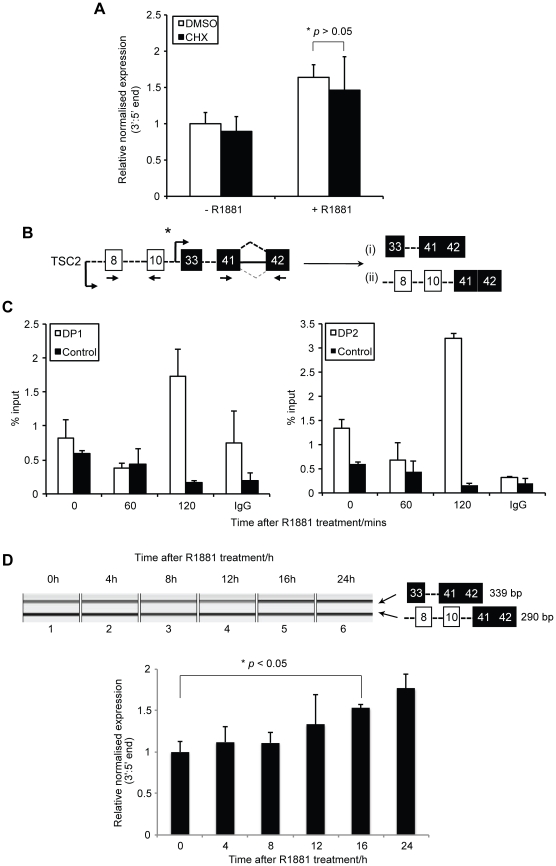
The association of AR with an alternative internal promoter region within *TSC2* correlates with dynamic expression of an alternative TSC2 mRNA. (A) Fluorescent quantification of capillary agarose gel electrophoretic analysis of RT-PCR products amplified from mRNA from LNCaP cells pretreated for 1 hour with vehicle (DMSO) or 1 g/ml cycloheximide (CHX) prior to addition of 10 nM R1881 for 24 hours. The relative normalised expression ratio is the contribution of the PCR product representing the 3′ transcript end/5′ transcript end. Data from four independent replicates were used to obtain the means ± SE. (B) Cartoon of intron/exon structure of *TSC2* gene, showing alternative promoter upstream of exon 33. The androgen-regulated exons are shown in black, and constitutive exons are indicated in white. The position of both alternative promoters DP1 and DP2 controlling expression of the shorter TSC2 variant mRNA is asterisked. (C) LNCaP cells cultured in steroid-deplete medium for 47 hours were treated with 10 nM R1881 for up to 120 min at 60 min intervals prior to ChIP analysis using anti-AR antisera. Input and immunoprecipitated material were analysed by real-time PCR, using primers for the DP1 (left panel) and DP2 (right panel) regions of the downstream promoter regions upstream of exon 33, as well as a non-AR-binding region within *GREB1* (control). Data shown are means ± SE from three independent experiments. (D) Capillary agarose gel electrophoretic analysis (upper panel) of RT-PCR products amplified from mRNA from cells grown either in steroid-deplete medium (lane 1) or following treatment with 10 nM R1881 (lanes 2–6) at timepoints upto 24 hours as shown. The predicted mRNA isoforms detected are shown to the right of each gel exactly as summarised in Figure 2B. Fluorescent quantification (lower panel) was performed to obtain the relative normalised expression ratio, which is the contribution of the PCR product representing the 3′ transcript end/5′ transcript end. The gel image (upper panel) is representative of three independent replicates from which data were used to obtain the means ± SE (lower panel).

To confirm this hypothesis, we examined the dynamic recruitment of ligand-activated AR to alternative internal promoters (Figure 4A) of *TSC2* by ChIP at early timepoints following androgen stimulation. LNCaP cells were cultured in steroid-deplete medium to quiesce AR activity, and subsequently treated with 10 nM R1881 as the only available steroid and AR ligand. Chromatin was harvested at 60-minute intervals following androgen treatment, and subjected to immunoprecipitation using anti-AR antisera. Recovered genomic DNA was analysed by qPCR to examine recruitment of AR protein to the DP1 and 2 (Figure 4B, left and right panels, respectively) as well as a region of the *TSC2* gene that was not predicted to bind AR. Maximal recruitment of AR to both DP1 and 2 was observed after 120 minutes following androgen stimulation, but not to the non-AR-binding region within *GREB1*. Overall these data show that AR is dynamically recruited to DP1 and 2 within *TSC2*, in response to ligand activation. Due to close proximity of the promoters (separated by 524 nucleotides), it was difficult to cleanly resolve the association of AR-promoter association.

Since AR-dependent gene expression is a dynamic process [17], we measured the expression of the shorter AR-regulated TSC2 isoform by RT-PCR at timepoints up to 24 hours following androgen stimulation (Figure 4C). We observed an increasing temporal trend in expression of the alternative *TSC2* isoform, which reached statistical significance at 16 hours following androgen stimulation (*p*<0.05). Taken together, these data suggest that recruitment of ligand-activated AR to internal androgen-regulated promoters controls expression of an alternative *TSC2* mRNA isoform. Although we observed a lag in alternative isoform expression ratios following AR recruitment to the DP1 and 2 promoters, this is likely explained by the stability of the constitutive mRNA isoform and the time taken to establishment of steady-state levels.

## Discussion

In the present study, we have undertaken gene expression analysis at exon level resolution to identify androgen-regulated production of both novel genes and endogenous variant mRNA isoforms. Gene expression pathway analysis revealed clusters of novel androgen-regulated genes associated with, and including the tyrosine kinase LYN, which is required for PCa cell proliferation [23]. Our experimental data indicates that *LYN* expression is normally repressed by androgens both at the mRNA and the protein level. We also identified androgen-dependent up-regulation of the LYN-associated kinase mTOR. mTOR kinase activity has been previously found to be up-regulated in PCa cells in response to androgens [35], and the mTOR pathway is important in clinical PCa, particularly in tumours lacking expression of *PTEN* (phosphatase and tensin homolog). Since AR gene targets can remain active in CRPCa, the mTOR complex may be a possible therapeutic target for CRPCa [35], [36].

Exon resolution analyses further identified a number of mRNA isoform switches that occur in response to androgen treatment, including selection of alternative 5′ exons and inclusion of cassette exons. The oestrogen receptor (ER) has been recently shown to regulate expression of many mRNA isoforms from alternative transcriptional initiation sites as are result of alternative promoter selection [13]. ER was found to associate with alternative promoters regions, and ER-regulated alternative mRNA isoforms influenced breast cancer cell behaviour. Similarly, based upon published data [3], we predicted the association of AR to alternative promoter regions within candidate genes, and confirmed AR binding to an alternative promoter region (comprising DP1 and 2) within the *TSC2* gene. This association directly regulated the dynamic accumulation of a shorter *TSC2* mRNA predicted to encode a 508 aa C-terminus peptide up to 24 hours after androgen addition (GenBank protein accession: BAG52831.1). This peptide lacks an interaction domain needed to form a heterodimer with TSC1 (hamartin), which is required to regulate mTOR kinase function. Although primarily characterised as an upstream regulator of mTOR, TSC2 also has been associated with mitotic structures and cell cycle control, and in particular the C-terminus of the full-length protein has been localised to the nucleus and associated with the transcriptional activity of FOXO transcription factors [37]. We are currently exploring our hypothesis that this novel AR-regulated TSC2 mRNA isoform might play an important role in mTOR regulation in PCa cells.

In principle, ExonArrays should provide an extremely accurate measure of gene expression [38] since data are gathered along the full length of the transcript. Compared with other published datasets on androgen-regulated gene expression [16], [17], [18], [19], [20], [21], [22], the results of our analysis have the most extensive overlap with other microarray analyses. Although ∼50% of gene expression changes in our dataset were novel, these findings may be in part due to experimental differences between previously published studies rather than platform-specific differences (Table S2). Indeed, a more detailed analysis suggested that many of the novel hits are in fact functionally related to known androgen-regulated genes (see Table S2, column 5). Of the 1279 putative androgen-regulated alternative events identified, only ∼25% mapped to known alternative splicing events or alternative first/last exons. Furthermore, the low positive validation rate (∼23%) highlights the technical challenges of using ExonArrays to identify alterations in alternative mRNA isoform expression on a background of large changes in gene expression [15]. Taken together, our analyses suggest that the bulk of androgen-regulated effects on the transcriptome are at the level of overall gene expression rather than alterations in the expression of variant mRNAs.

In summary, we have found that androgens not only have quantitative effects on gene expression but also have some qualitative effects on transcript composition. While different molecular mechanisms may underlie androgen-regulated expression of alternative mRNAs (including alternative splicing, transcriptional initiation or RNA stability) in a cell line- and tissue-specific manner, our data suggest that androgens directly regulate expression of alternative 5′ exons (as a result of promoter selection), and indirectly regulate alternative splicing. The androgen-dependent variant transcripts identified in this study are predicted to yield protein isoforms that may mediate the cellular response to androgens, although the functional roles of these mRNA isoforms in clinical PCa is as yet unknown, and warrants further investigation.

## Materials and Methods

### Antibodies

The following antibodies were used: anti-LYN mouse monoclonal antibody (65038-1-1 g, Proteintech), anti-AR rabbit antisera (C19, Santa Cruz Biotechnology), anti-actin rabbit antisera (A-2066, Sigma), and normal rabbit IgG (sc-2027, Santa Cruz Biotechnology).

### Cell line samples for array analysis and RT-PCR validation

All cells were grown at 37°C in 5% CO_2_. LNCaP cells (CRL-1740, ATCC) were maintained in RPMI-1640 with L-Glutamine (PAA Laboratories, R15-802) supplemented with 10% Fetal Bovine Serum (FBS) (PAA Laboratories, A15-101). For details of other cell lines see Materials and Methods S1. Where indicated, medium was supplemented with 10% dextran charcoal stripped FBS (PAA Laboratories, A15-119) to produce a steroid-deplete medium. In experiments performed in quadruplicate, LNCaP cells were cultured for 72 hours, following which 10 nM synthetic androgen analogue methyltrienolone (R1881) (Perkin–Elmer, NLP005005MG) was added (treatment; n = 4) or absent (control; n = 4) for 24 hours. Cells were then harvested and total RNA extracted using TRIzol (Invitrogen, 15596-026) according to manufacturer's instructions as previously described [9]. To ensure array findings were not due to batch effects and to confirm the reproducibility of validation methodologies, the above experiment was performed independently in triplicate and all samples analysed by qPCR and RT-PCR in an identical manner. Where indicated, LNCaP cells were pre-treated for 1 hour with vehicle (dimethylsulfoxide; DMSO) (Sigma, C1988) or 1 µg/ml cycloheximide (Sigma, D2438) prior to addition of 10 nM R1881 for 24 hours as previously described [39].

### Clinical samples

For details of clinical samples see Materials and Methods S1.

### RNA purification and array hybridization

Total RNA from treatment and control experiments (n = 8) was purified using RNeasy Plus Kit (Qiagen, 74134), which includes genomic DNA (gDNA) eliminator column to remove contaminating DNA accordingly to the manufacturer's instructions. Ribosomal RNA (rRNA) reduction was performed using the RiboMinus Kit (Invitrogen, K1550-02). RNA quality was verified by analysis on the 2100 Bioanalyzer (Agilent). One microgram of total RNA was labelled according to the GeneChip Whole Transcript (WT) Sense Target Labelling Assay provided by the manufacturer (Affymetrix, 900670) and hybridized to Human Exon 1.0 ST Arrays (Affymetrix, 900649) overnight before scanning in an Affymetrix GCS 3000 7G scanner. Raw data has been deposited at Gene Expression Omnibus (http://www.ncbi.nlm.nih.gov/geo/) under accession number GSE 32875 and all details are MIAME compliant.

### Data analysis

Following Quality Assessment of datasets [40], gene expression values were obtained by quantile-normalisation using Robust Multichip Analysis (RMA) with core probesets (228,940 probesets), and antigenomic background probes [40]. After summarization, the Student's T-test was used to detect differential expression between control and treatment arrays. Only probe sets that were detected above background (defined by detection above background; DABG *p*≤0.01) were included in the analysis. The False discovery rate (FDR) was calculated to make corrections of multiple testing, using the Q-value program [41], with *q*<0.005 taken to indicate statistical significance. Gene Ontology (GO) annotations for all human genes obtained from http://www.geneontology.org, was compared with annotations for the set of genes up-regulated following androgen treatment. We calculated whether a term occurs proportionally more in the input set than in the entire genome and determined if the difference was significant using a Fisher's Exact test which returned a *P*-value. FDR *q* = 0.05 was used to determine a cut off, and the obtained list of terms was filtered so that terms that were significant only because one (and only one) of their descendant terms was significant were removed. Gene lists were uploaded to the web-based Ingenuity Pathway Analysis (IPA; Ingenuity Systems) software programme, and the “Core Analysis” function was used to study direct and indirect regulatory relationships between genes and their known biological functions.

For detection of alternative splicing, the student's T-test was performed on “normalized” probeset intensities, which were obtained by removal of core meta probeset intensities (gene level estimates) from extended probeset intensities (exon level estimates). Iter-PLIER algorithm was used for gene level estimates, and the PLIER algorithm was used for exon level estimates [40]. To improve the accuracy of gene expression estimation, only those meta probesets with ≥11 core probes were used. Other genes were excluded from the analysis. 16,309 of 17,881 meta probesets passed this filtering. After the T-test for differential splicing, the following filtering criteria were applied to identify differentially spliced probe sets: a) The gene is expressed in both conditions and DABG *p*≤0.01 at least in three replicates in each condition; b) The reliability of gene level estimates was tested by extracting the probe intensities for each meta probeset, obtaining an average across replicates for each condition, and ensuring good correlation (Pearson product-moment and Spearman's rank correlation coefficient≥0.7) between conditions; c) Gene expression between conditions should not exceed 10 fold (3.32 in the log2 scale); d) The T-test of normalized probe set intensities yields *p*≤0.001 (or *p*≤0.0005); e) The exon must have detectable expression at least in one condition. More specifically, the DABG *P*-value at the probe set level must be ≤0.01 in three replicates in either condition. In addition, in this condition, the probe set intensity must be in an appropriate range compared with gene expression level (between 1/5 and 5, or −2.32 and 2.32 in the log2 scale).

Differentially spliced probe sets were mapped to alternative splicing events (including cassette exons, alternative 5′ and 3′ splice sites and mutually exclusive exons), as well as alternative first exons (alternative 5′ ends/promoter selection) and alternative last exons (alternative 3′ ends/polyadenylation). Alternative splicing events were obtained from the dbCASE database (http://rulai.cshl.edu/dbCASE) and alternative first and last exons were derived from UCSC known genes. We limited our analysis to alternative transcripts which had full length annotated UCSC/RefSeq sequences with known exon structures [42]. Probe data were visualised in their gene context using the EASANA visualisation module (GenoSplice Technology), and candidate transcripts were inspected using EASANA and the UCSC Genome Browser. We focused our search on cassette exons and changes in 5′-ends of transcripts selecting candidates for RT-PCR validation. For positively-validated targets, changes in peptide features of translated proteins resulting from alternative mRNA isoforms were identified using FAST-DB [27], [43], identifying conserved domains using the NCBI webpage (http://www.ncbi.nlm.nih.gov/sites/entrez) and the UCSC Genome Browser (http://genome.ucsc.edu/) [24].

### qPCR, RT-PCR and sequencing

cDNA was generated by reverse transcription of 1 µg of total RNA using the Superscript VILO cDNA synthesis kit (Invitrogen, 11754-050) according to manufacturers instructions. Quantitative PCR (qPCR) (Applied Biosystems 7900HT) was performed in triplicate on cDNA and gDNA templates using Platinum SYBR Green qPCR Super Mix-UDG with ROX (Invitrogen, 11744-500) as previously described [44]. PCR using 1 µl of 20-fold diluted cDNA was performed for 30 cycles with *Phusion* High Fidelity DNA Polymerase (Finnzymes, F-530S). All primer sequences are listed in Table S3. RT-PCR products were initially analyzed on 2–3% agarose gels, and subsequently using the QIAxcel capillary gel electrophoresis system (Qiagen), which was also used for image acquisition. Ratios between products representing transcripts of interest multiplexed with *glyceraldehyde-3-phosphate dehydrogenase* (*GAPDH*) controls as well as mRNA isoforms were determined using QIAxcel software. The relative normalised gene expression was calculated as a ratio of the fluorescent intensity of the band representing amplification of the transcript of interest/fluorescent intensity of band representing amplification of *GAPDH*). The relative normalised expression ratio was calculated as follows: fluorescent intensity of band representing the alternative (androgen-regulated) transcript/fluorescent intensity of band or fluorescent intensity of band representing 3′ transcript end/5′ transcript end. The independent sample T-Test was employed to identify statistically significant differences in total transcript and alternative mRNA isoform expression with *p*<0.05 taken to indicate statistical significance. To confirm the identities of RT-PCR products distinct gel bands were purified with the QIAquick Gel Extraction kit (Qiagen, 28704), cloned using a CloneJET PCR Cloning Kit (Fermentas Life Sciences, K1231) and positive transformants were sequenced (GATC Biotech) using a T7 sequencing primer.

### Chromatin Immunoprecipitation (ChIP) assays

ChIP assays were performed as previously described [44], using 2 µg anti-AR antisera and normal IgG controls. qPCR (Applied Biosystems 7900HT) was performed on inputs and recovered material to assess AR association to DP (downstream promoter) 1 and 2, and non-AR-binding region within *GREB1* (chromosome positions chr16:2132598–2132747, chr16:2133122–2133271, and chr2:11597650–11597669, respectively). All experimental results shown are the means of at least three independent experiments ± standard error (SE).

## Supporting Information

Materials and Methods S1

Figure S1 **Analysis of androgen-regulated gene expression.** (A) Experimental validation of changes in *KLK3* gene expression. LNCaP cells were grown in steroid-deplete medium for 72 hours followed by treatment (n = 4) or absent (n = 4) for 24 hours with 10 nM R1881. *KLK3* and *GAPDH* transcript expression was analysed by qPCR analysis *KLK3* transcript levels were normalised to *GAPDH* levels. Data from qPCR triplicates were used to obtain the mean ± SE for each sample. (B) Principal Component Analysis (PCA) mapping of microarray datasets show segregation into control (Ctr) and androgen treatment (And) conditions. (C) Scatterplot showing gene expression in steroid-deplete medium and following androgen treatment. Differentially-expressed genes are shown in red (≥2-fold change in gene expression with a *q*-value≤0.005). (D) Gene Ontology (GO) analysis of genes up-regulated in response to androgen treatment.
(EPS)

Figure S2 **Dose-independent androgen-regulation of alternative mRNA isoforms occurs with synthetic and natural androgens.** Fluorescent quantification of capillary agarose gel electrophoretic analysis of RT-PCR products amplified from mRNA from LNCaP cells grown in steroid-deplete medium or after 24 hours of treatment with different concentrations of synthetic (R1881) and natural (dihydrotestosterone; DHT) androgens. The relative normalised expression ratio is the contribution of the PCR product representing the alternative (androgen-regulated) transcript/constitutive transcript or 3′ transcript end/5′ transcript end. Data from three independent replicates were used to obtain the means ± SE.
(TIF)

Figure S3 **Androgen-regulated mRNAs isoforms are expressed in benign and malignant prostate cell lines and cases of clinical PCa.** (A) Capillary agarose gel electrophoretic analysis of RT-PCR products amplified from mRNA from prostate epithelial cell lines. LNCaP-AI and LNCaP-cdxR cells are able to grow in steroid-deplete medium and medium containing anti-androgens (bicalutamide), respectively. The predicted mRNA isoforms detected are shown to the right of the gel exactly as summarised in Figure 2B. (B) Fluorescent quantification of capillary agarose gel electrophoretic analysis of RT-PCR products amplified from mRNA from PCa cell lines that do not exhibit an androgen-dependent transcriptional response (PC-3, PC-3M, DU145). Cells were grown either in steroid-deplete medium or after 24 hours of treatment with 10 nM R1881. Data from three independent replicates were used to obtain the means ± SE. (C) Agarose gel electrophoretic analysis of RT-PCR products amplified from mRNA from clinical prostate samples from patients with hormone-naïve (HN) (odd lanes) and following development of castration-resistant (CR) (even lanes) disease (n = 10). The predicted mRNA isoforms detected are shown to the right of the gel exactly as summarised in Figure 2B. As a control to demonstrate mRNA integrity and overall levels of gene expression between patients, equal levels of *GAPDH* could be detected in each of the patient mRNA samples. Densitometric band quantification was performed to obtain the relative normalised expression ratio, which is the contribution of the PCR product representing the alternative (androgen-regulated) transcript/constitutive transcript (data not shown). M = 1 Kb plus DNA ladder (Invitrogen).
(TIF)

Figure S4 **Expression of novel mRNA isoforms is both directly and indirectly regulated by androgens.** (A) UCSC Genome Browser showing chromosomal locations and annotated transcript details for each novel androgen-regulated alternative mRNA isoform. Custom tracks (black bars below “Human_LNCaP_AR_R1881(16h)_Chinnaiyan”) for each gene show locations of AR binding site(s) within the LNCaP genome as determined by ChIP-Seq [34].
(TIF)

Table S1 **Androgen-regulated gene expression changes.** Individual gene expression changes following androgen treatment are shown with fold change predicted based upon microarray prediction, and the actual fold change where measured by RT-PCR. Androgen-regulated genes identified previously published studies are indicated. The functions and associated processes of each gene are annotated where known.
(XLS)

Table S2 **Overlap of identified androgen-regulated genes with previously-published datasets.**
(DOC)

Table S3 **Genomic sequence of oligonucleotide primers.** (A) qPCR for gene expression analysis (B) RT-PCR for splicing analysis (C) RT-PCR for gene expression analysis (D) qPCR for ChIP analysis. Where possible, primers were designed so that amplicons spanned exon junctions. Where shown predicted amplicon sizes was obtained using the *in silico* PCR program http://genome.ucsc.edu/index.html?org=Human&db=hg18&hgsid=142437216.
(DOC)

# Supplementary material for: Identification of Novel Androgen-Regulated Pathways and mRNA Isoforms through Genome-Wide Exon-Specific Profiling of the LNCaP Transcriptome
**Source:** PLoS One. 2011 Dec 14;6(12):e29088. doi: 10.1371/journal.pone.0029088
**Supplement:** Materials and Methods S1

**Supplementary Materials and Methods S1**

**Cell lines:** PC-3 (CRL-1435, ATCC), PC-3M [45], CWR22Rv1 (CRL-2505, ATCC), DU145 (HTB-81, ATCC), and BPH-1 cells [46] were maintained in RPMI-1640 with L-Glutamine supplemented with 10% FBS. LNCaP-AI and LNCaP-cdxR were derived from LNCaP parental cells and maintained as previously described [47,48].

**Clinical Samples**: Full ethical approval was obtained for all human sample collections from the Northumberland, Tyne and Wear NHS Strategic Health Authority Local Research Ethics Committee (Ref: 2003/11). Clinical samples were obtained as previously described [49]. The clinical cohort used consisted of 10 matched hormone-naïve (HNPCa) and relapsed castrate-resistant PCa (CRPCa) sample pairs. PCR using 1 µl of 20-fold diluted cDNA was performed for 38 cycles with Phusion High Fidelity DNA Polymerase. RT-PCR products were analyzed both on 2–3 % agarose gels and images were acquired using GeneSnap v7.05(b) (Syngene). Ratios between products representing mRNA isoforms of interest were determined by densitometry using using GeneTools v.4.00(a) (Syngene) image analysis software. The relative normalised expression ratio was calculated as follows: fluorescent intensity of band representing the alternative (androgen-regulated) transcript/fluorescent intensity of band or fluorescent intensity of band representing 3’ transcript end/5’ transcript end.

**References**

45. Kozlowski JM, Fidler IJ, Campbell D, Xu ZL, Kaighn ME, et al. (1984) Metastatic behavior of human tumor cell lines grown in the nude mouse. Cancer Res 44: 3522-3529.

46. Hayward SW, Dahiya R, Cunha GR, Bartek J, Deshpande N, et al. (1995) Establishment and characterization of an immortalized but non-transformed human prostate epithelial cell line: BPH-1. In Vitro Cell Dev Biol Anim 31: 14-24.

47. Halkidou K, Gnanapragasam VJ, Mehta PB, Logan IR, Brady ME, et al. (2003) Expression of Tip60, an androgen receptor coactivator, and its role in prostate cancer development. Oncogene 22: 2466-2477.

48. Rigas AC, Robson CN, Curtin NJ (2007) Therapeutic potential of CDK inhibitor NU2058 in androgen-independent prostate cancer. Oncogene 26: 7611-7619.

49. Armstrong K, Ahmad I, Kalna G, Tan SS, Edwards J, et al. (2011) Upregulated FGFR1 expression is associated with the transition of hormone-naive to castrate-resistant prostate cancer. Br J Cancer 105: 1362-1369

# Supplementary material for: Identification of Novel Androgen-Regulated Pathways and mRNA Isoforms through Genome-Wide Exon-Specific Profiling of the LNCaP Transcriptome
**Source:** PLoS One. 2011 Dec 14;6(12):e29088. doi: 10.1371/journal.pone.0029088
**Supplement:** Table S2 — Overlap of identified androgen-regulated genes with previously-published datasets.

**Table S2**

| **Study** | **Technology** | **Dataset** | **Number of hits** | **% overlap**  **(n= )** |
| --- | --- | --- | --- | --- |
| (Li et al. 2008) | mRNA-Seq | Androgen-regulated gene and alternative mRNA isoform expression | 687 | 9.6 (53) |
| (Nelson et al. 2002) | cDNA microarrays on 20,000 genes | Androgen-regulated gene expression | 146 | 9.8 (54) |
| (Velasco et al. 2004) | Oligo-nucleotide array | Androgen-regulated gene expression | 692 | 7.6 (42) |
| (Segawa et al. 2002) | Affymetrix HuGene FL oligonucleotide arrays | Androgen-regulated gene expression | 525 | 8.4 (46) |
| (Xu et al. 2001) | Serial Analysis of Gene Expression (SAGE) | Androgen-regulated gene expression | 57 | 1 (6) |
| (DePrimo et al. 2002) | DNA Microarray ~18000 genes. | Androgen-regulated gene expression | 439 | 18.9 (104) |
| (Ngan et al. 2009) | ABI Human Genome Survey Microarray V2.0 | Androgen-regulated gene expression | 619 | 231 (42) |

# Supplementary material for: Identification of Novel Androgen-Regulated Pathways and mRNA Isoforms through Genome-Wide Exon-Specific Profiling of the LNCaP Transcriptome
**Source:** PLoS One. 2011 Dec 14;6(12):e29088. doi: 10.1371/journal.pone.0029088
**Supplement:** Table S3 — Genomic sequence of oligonucleotide primers. (A) qPCR for gene expression analysis (B) RT-PCR for splicing analysis (C) RT-PCR for gene expression analysis (D) qPCR for ChIP analysis. Where possible, primers were designed so that amplicons spanned exon junctions. Where shown predicted amplicon sizes was obtained using the in silico PCR program http://genome.ucsc.edu/index.html?org=Human&db=hg18&hgsid=142437216.

**Table S3**

How the deposited data were processed for this re-analysis (not part of the article)

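The samples were 8 Human Exon 1.0 ST Arrays of LNCaP cells, an established prostate cancer cell line, 4 after growth in steroid-deplete medium and 4 after 24 hours with 10 nM R1881. Each array is represented by 4 summaries, which gave 32 deposited sets of values. The authors reduced ribosomal RNA, labelled the RNA with a whole transcript sense target assay, and made gene-level values by RMA with core probe sets, quantile normalisation and antigenomic background probes. These deposited values are on the log2 scale. For changes relative to the gene the authors used Iter-PLIER at gene level and PLIER at exon level, on genes with enough core probes. The deposited gene-level Iter-PLIER values and the deposited exon-level values are intensity on a linear scale. The exon-level values are labelled Iter-PLIER, while the methods name PLIER for them. Exon-level RMA values, on the log2 scale, were also deposited and served as an alternative. The submitters' processing notes name RMA and PLIER without a version, and hg18 as the genome build.

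Arrays were grouped by treatment as their labels give it. Gene symbols came from the array's transcript cluster and probe set annotations, and older symbols were updated through the synonyms of a RefSeq gene table, which changed 20 symbols. No coordinate of that table was used. Clusters with several symbols entered the counts over all clusters and were not given a gene name. Probe sets with several symbols were left out of the tests relative to the gene.

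Gene-level RMA values were compared between treatments with limma 3.58.1 in R 4.3.3 (moderated test, Benjamini-Hochberg adjustment over all transcript clusters), with calls at an adjusted p under 0.005 and at least 2-fold. Normalised probe set intensities were log2 differences of exon-level and gene-level values with a pseudocount of 16, and were tested with limma at p of 0.001 or less after filters on level, on the change of the gene and on the distance from the gene. Tables were handled with data.table 1.17.8 and matrixStats 1.5.0. The paper's filter on detection above background, its correlation of single probes and its count of core probes per gene were not repeated, and the deposited gene table already holds the clusters that passed the last. For 21 gene lists, written before the deposited values were examined but when the values of Table S1, made from the same arrays, had been seen, members past the thresholds were counted over all genes and adjusted over the list alone, and the lists were tested with camera (preset correlation 0.01 and estimated correlation), with fry, and by Fisher's exact test among the called genes, with the genes of a single symbol as background. Of the lists, 3 hold genes that the study chose from these arrays. The shift of the sterol, induced, repressed, endoplasmic reticulum and N-glycosylation lists was called under both correlations.

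Genes named in the text were taken by a rule set before the data were examined, at a time when the values of Table S1 had been seen. It takes the 10 highest and the 10 lowest log2 fold changes among called clusters with 1 symbol and complete separation of the arrays, every gene named in the paper, and up to 4 genes with the largest changes from each list, in the direction most of its called members take. Other list members were named as examples after their values were seen. For probe sets it takes the 5 highest and the 5 lowest differences over all genes and, in the isoform genes, the probe sets at p of 0.001 or less, or the 3 highest and 3 lowest of these where there are more than 6. The cluster with the highest mean stands for a gene with several.

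Replicate numbers were not used as pairs. After subtraction of the group means, 1 of the 8 arrays correlated best with the array of its own number in the other treatment. The highest correlation was 0.355, between steroid-deplete replicate 1 and R1881 replicate 4. Whether arrays of different numbers share a source of variation was not tested. A fit with the number as a block was kept as an alternative. Other alternatives were gene-level Iter-PLIER values, the methods' t-test with Benjamini-Hochberg or Storey's q, filters on dim clusters, centring and quantile normalisation of the arrays, an intensity trend with robust variances, other limits on fold and p, exon-level RMA values, another gene value, another pseudocount, no filter on dim probe sets, a stricter limit on the change of the gene, and leaving out each array. Leaving out steroid-deplete replicate 1 together with R1881 replicate 4 was added after the data had been examined.

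The fits were tested on simulated data with the spread of these arrays. At gene level, limma called 96.0% of simulated changes of 1.2 on the log2 scale and 100% of changes of 1.5 or more, with no false call, and the methods' t-test called 62.0% and 84.0% of changes of 1.2 and 1.5. For probe sets relative to their gene, 56.7% of changes of 1 and 92.4% of changes of 1.5 were called, and 0.036% of unchanged probe sets. In this simulation every probe set followed its gene in full, with independent noise. In the data probe sets followed their gene less (slope 0.560 among the dimmest, 0.870 among the brightest). The 0.036% is therefore not the rate of false calls among the real probe sets. Arrays give no depth in counts, and the number of arrays limits the precision. Probe set positions, detection p-values and the raw intensity files were not analysed here.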

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

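No test of a cause was made for the results of this part, and none was chosen after the result was seen. Values of single arrays were compared within each group of 4 by the gap to the nearest other array as a share of the range, a measure by which about 1 in 20 groups is marked by chance. Of 294 groups, 14 had an array apart, where 14.7 are expected by chance. The chance expectation takes the groups as independent, which genes on the same arrays are not.

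In steroid-deplete medium, replicate 1 lay below the other arrays in the log2 RMA value of NCAPD3 (7.82, others 7.89 to 7.90), TULP4 (8.08, others 8.33 to 8.38), DNAJB9 (6.09, the others lying from 6.44 upwards) and RAVER2 (7.15, others 7.45 to 7.51). The same array had coordinates of -25.5 on principal component 1 (others -30.1 to -29.6) and 13.5 on component 2 (others -4.34 to -2.71). Steroid-deplete replicate 2 lay apart in CBLN2 (10.35, others 10.16 to 10.19) and in the normalised intensity of WEE1 probe set 3319946 (-2.56, others -2.22 to -2.19). After R1881, replicate 4 lay apart in NCAPD3 (12.15, others 12.34 to 12.37), PIK3R1 (8.86, others 9.03 to 9.06) and DDC probe set 3050440 (-1.37, others -2.07 to -1.99). R1881 replicate 1 lay apart in TULP4 (6.94, others 6.62 to 6.65), and R1881 replicate 3 in TOP2A (5.94, others 5.39 to 5.47) and RIMS1 probe set 2913180 (-2.99, others -3.82 to -3.80).

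Among the probe sets without a gene symbol, which the paper does not report on, 1165 were at least 2-fold higher after R1881 and 955 lower at an adjusted p under 0.005 from limma on exon-level RMA values. Of these, 989 higher and 768 lower probe sets lie at or above the median level of probe sets. With a symbol, 3046 probe sets were higher and 3118 lower by the same limits.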

How the results depend on the processing

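Leaving out 2 arrays was chosen after the data had been examined, and all other alternatives before. The 106 named genes kept their direction in all 2073 comparisons under the alternatives, of which 2017 kept their side of the threshold, 33 lost a call and 23 gained one. The overlap with Table S1 and KLK3 kept theirs under all that were run. The count of genes called lower was 924 with gene-level Iter-PLIER values, and the cause was not tested. A 1.5-fold limit called 678 higher and 1161 lower, as a wider limit must. For the separation of the arrays, the share of variance on component 1 was 63.4% with Iter-PLIER, 83.4% with a filter on dim clusters at the median and 78.8% with one at the 25th percentile, against 73.3%. With an estimated correlation the list calls were lost for fatty acid and lipid synthesis, mitosis, the LYN network and the RT-PCR genes (adjusted p = 0.155 each), mTOR (0.467), interferon (0.267), DNA replication (0.223) and splicing (0.511), the cause being that estimate. With a filter on dim clusters at the median the interferon (0.227) and splicing (0.0545) calls were lost, and the cause was not tested. fry, which does not compare a list with other genes, called polyamine metabolism (6.3e-04), PI3K (0.0022) and basal markers (0.0112) for direction, and reversed the neuroendocrine list (0.0112, down). Its mixed test called polyamine metabolism and PI3K (1.4e-08 each), glycolysis (1.8e-07), neuroendocrine (1.3e-07), basal (8.4e-04), fibroblast (1.5e-06) and leukocyte markers (9.2e-04) and the isoform genes (5.4e-06). PI3K was called with arrays centred (0.0184) or quantile-normalised (0.0447), and polyamine metabolism ranged from 0.0304 to 0.112 with 1 array left out. The cause was not tested for these. Against 1277 probe sets (827 higher, 450 lower), the median of a gene's own probe sets gave 445 (225 and 220), no filter on dim features 5535 (4142 and 1393), a gene change of at most 1 582 (409 and 173), and a pseudocount of 1 820 (523 and 297). RMA at both levels gave 532 higher. The replicate block gave 820 probe sets with 517 higher, and 1 probe set in TSC2, 7 in RIMS1 and 5 in WEE1, though the numbers do not pair the arrays. Without steroid-deplete replicate 1 and R1881 replicate 4 the counts were 730 (458 and 272), with fewer arrays to test, 7 in RIMS1 and 5 in WEE1, and component 1 held 78.1% of the variance. Leaving out 1 array gave 861 to 1016 probe sets, 541 to 661 higher and 308 to 407 lower, and 1 to 4 in TSC2, 8 to 13 in RIMS1 and 4 to 8 in WEE1, with 73.2% to 75.5% of the variance on component 1. Counts per isoform gene here are of probe sets at p of 0.001 or less without the filters. With RMA at both levels NDUFV3 had 0, PDE4D 5, TACC2 6, TSC2 6, RIMS1 5 and WEE1 3. With the methods' t-test TSC2 had 0, RIMS1 4 and WEE1 4. At an adjusted p under 0.05 over these genes, a wider limit here, NDUFV3 had 6, PDE4D 28, TSC2 10, RIMS1 22 and WEE1 17. With the own median NDUFV3 had 0, PDE4D 7, TSC2 6 and WEE1 4, and with a pseudocount of 1 PDE4D had 9, RIMS1 7 and WEE1 5. PDE4D probe sets 2858143, 2858209 and 2858152 reversed to -0.60, -0.17 and -0.061 with RMA at both levels, and the first 2 to -0.26 and -0.23 with the own median. Except where the setting itself gives it, the cause was not tested. Signal over background was not measured, since detection p-values are not used here. Dim probe sets followed their gene less (slope 0.560 among the dimmest, 0.870 among the brightest), which limits what a difference from the gene shows.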

Differences from the paper's values

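All values of this part follow rules set before the deposited values were examined, except that the second FZD5 cluster was looked up under the rule for genes with several clusters. For FZD5, the paper's value in Table S1 is 2.53, on the log2 scale. The cluster taken by the rule for genes with several clusters, 2596776, had a log2 fold change of 0.55. Under the alternatives set before the data were examined it ranged from 0.50 to 0.94, and none of them came within the replicate error of the paper's value. The other cluster of the gene, 2596763, had a log2 fold change of 2.53, which matches the paper's, and it was called. The paper describes FZD5 as a gene with particularly high activation, which the second cluster shows and the first does not.

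The paper's text names KITLG among the genes that rose. On the arrays KITLG had a log2 fold change of -1.59 (standard error 0.14), and the paper's Table S1 also gives -1.59. All 4 R1881 arrays were below all 4 steroid-deplete arrays. MTOR, named beside it, rose by 1.52.

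The paper found no enriched terms among the genes that fell, using Gene Ontology terms. With the gene lists used here, which are not such terms, Fisher's exact test gave an enrichment among the genes called lower for the known repressed genes (odds ratio 45.9, adjusted p = 8.3e-05), the PI3K pathway (28.8, adjusted p = 3.5e-05), the mTOR pathway (10.0, adjusted p = 0.0014), interferon response (8.34, adjusted p = 0.0083) and mitosis (7.22, adjusted p = 0.0365). The counts behind these are 4, 5, 5, 4 and 3 genes. The study had chosen DEPTOR, DDIT4, PIK3R1, PIK3C2B, TLR3, RIGI and TRIM25 among them from these arrays, and all the lists were written when Table S1 had been seen, so the enrichment is not independent evidence. Of the 3 mitosis genes, CCNB2 and TOP2A fall under the 2-fold limit when single arrays are left out or arrays are centred on their median. With arrays centred, RIGI and TRIM25 of the interferon list and DDIT4 of the mTOR list fall under it too. IFIT2 of the interferon list is lost with the methods' t-test. As shifts of whole lists by camera, adjusted p with an estimated correlation was 0.467 for mTOR, 0.577 for PI3K, 0.267 for interferon response and 0.155 for mitosis, and 0.0445 for the known repressed genes.

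The paper names ZNF121 among the genes with a changed isoform. Its evidence is RT-PCR, in which inclusion of a cassette exon rose after androgen and cycloheximide blocked this. None of the 3 ZNF121 probe sets passed an adjusted p under 0.05 from limma by its own value, with deposited intensities (0.710 to 0.731) or with RMA (0.291 to 0.706). The ratio to the gene was not computed, as no gene-level value carries the symbol alone. Own levels of probe sets, whose exons are not used here, do not measure inclusion of an exon. They therefore do not speak for or against the RT-PCR result.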

Other observations

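Genes of the early secretory pathway rose after R1881. Of 26 genes of endoplasmic reticulum stress and protein folding, 12 were called higher and none lower, and the same when adjusted over the list alone. They include the co-chaperone gene DNAJB9 (log2 fold change 1.96, standard error 0.12, with steroid-deplete replicate 1 apart from its group), the transcription factor gene CREB3L4 (1.90, also in the list of androgen-induced genes), EDEM3, a factor of the degradation of misfolded proteins (1.70), and the disulphide isomerase gene PDIA5 (1.55). The chaperone gene HSPA5 (0.89) stayed under the 2-fold limit, and DDIT3 had a value of -0.02 (adjusted p = 0.941). Of 23 genes of N-glycosylation and vesicle transport, 5 were called higher, among them the coat protein gene SEC24D (2.34) and the GDP-mannose enzyme genes GMPPA (1.48) and GMPPB (1.31), with ARF4 (1.18) and COPG1 (1.06). At an adjusted p under 0.05 without a limit on the fold, 22 of the 23 were higher. Both lists were written when Table S1, made from these arrays, had been seen, and it holds nearly all their called genes, so this is not independent evidence. Camera placed both lists above other genes (adjusted p = 1.1e-16 and 8.0e-17, and adjusted p = 0.0445 with an estimated correlation for each).

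In the other lists, written at the same time, at most 2 genes each were called. In polyamine metabolism SAT1, which acetylates spermidine, rose (2.36), as the 1 called of 9, and AMD1 (0.38, adjusted p = 0.0245) and SRM (0.37, adjusted p = 0.0066) were higher without a limit on the fold (camera adjusted p = 0.0650). In glucose uptake and glycolysis the 1 called of 16 was PFKFB2 (1.82), while HK1 (0.74), SLC2A12 (0.71) and HK2 (0.46) were higher and PFKM (-0.99), PFKFB3 (-0.46), PKM (-0.30), GPI (-0.28) and ALDOC (-0.22) lower at an adjusted p under 0.05 without a limit on the fold (camera adjusted p = 0.808). These 5 were named after their values were seen. Among 31 splicing regulators RAVER2 (-1.14, with steroid-deplete replicate 1 apart from its group) and KHDRBS3 (-1.09) were called lower and 11 were lower without a limit on the fold (camera adjusted p = 0.0036, and adjusted p = 0.511 with an estimated correlation). KHDRBS3 was at -0.99 without steroid-deplete replicate 2 and with arrays centred on their median, and at -0.98 with quantile normalisation. Of 12 neuroendocrine markers DDC was called lower, and ENO2 had a value of -0.79 (camera adjusted p = 0.867, with a median of 0.09 and a mean of -0.12 over the list). At an adjusted p under 0.05 without a limit on the fold, 2 of these markers were lower and 1 was higher. Of the markers of other cell types, none of 6 basal epithelial and none of 10 leukocyte genes was called by limma, and 2 basal genes were lower and 1 leukocyte gene higher at an adjusted p under 0.05 (camera adjusted p = 0.538 and 0.385). Of 15 fibroblast and smooth muscle genes FN1 was called lower (-1.50), and with LUM (-0.31, adjusted p = 0.0165) 2 were lower and none higher at an adjusted p under 0.05 without a limit on the fold (camera adjusted p = 0.861, with a median of 0.03 and a mean of -0.08). For glycolysis the median was -0.03 and the mean 0.08. Of the 6 measured isoform genes, chosen by the study, none was called by limma at gene level (camera adjusted p = 0.808).

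In what follows, the correlation with another gene value and the reading as isoforms were chosen after the result was seen. Over the 35 ways to split the 8 arrays into 4 and 4, 1 way, the real one, called as many transcript clusters (650, highest other 0) and as many probe sets (1277, highest other 45). A share of 1 in 35 is the smallest that these splits allow. All other splits mix the treatments, which widens the spread within their groups and holds down their counts. The splits therefore do not exclude chance. Genes with a called probe set were more often called at gene level, 25.4% against 2.58% of the other genes (odds ratio 12.9, Fisher's exact test, p = 7.6e-91). The difference subtracts the gene's own value, so a change of the gene by itself can give called probe sets, and this test does not show that the calls are separate findings in these genes.

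At an adjusted p under 0.05 without a limit on the fold, 3230 clusters were lower and 1711 higher. Among clusters at or above the median level 62.4% of these calls were lower, against 73.7% in the dimmer clusters, which argues against dim clusters as the whole source. With each array centred on its median 43.9% of the calls were lower, and with quantile normalisation 55.7%, against 65.4% as deposited. An offset between the arrays and a general fall of transcripts after R1881 cannot be told apart, because the median of the arrays differs between the treatments and centring removes a general fall as well.

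The called differences had the opposite sign to the change of the gene in 96.9% of cases, which includes probe sets that moved the same way as their gene but less. A candidate explanation is that dim probe sets follow a change less: the slope of their own change on that of the gene was lower by 0.310 among the dimmest probe sets than among the brightest (difference -0.310, bootstrap SD 0.0106). Another candidate explanation is that the gene-level intensity moves more than its probe sets. With the median of the gene's own probe sets as the gene value the correlation with the gene change went from -0.49 to -0.16, and with RMA values at both levels to -0.05. The first setting subtracts the centre of the same probe sets, which weakens the correlation whatever the cause. It also keeps 51783 probe sets in place of 79602. The second setting changes the values of the probe sets as well as those of the gene, and keeps 91908. This explanation therefore stays open. A change in isoforms after R1881 stays open too, as the exon of a probe set is not used here and the share of 96.9% does not decide it.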
